# A novel *Filamentous Flower* mutant suppresses *brevipedicellus* developmental defects and modulates glucosinolate and auxin levels

**DOI:** 10.1371/journal.pone.0177045

**Published:** 2017-05-11

**Authors:** Scott J. Douglas, Baohua Li, Daniel J. Kliebenstein, Eiji Nambara, C. Daniel Riggs

## Abstract

*BREVIPEDICELLUS* (*BP*) encodes a class-I *KNOTTED1*-like homeobox (*KNOX*) transcription factor that plays a critical role in conditioning a replication competent state in the apical meristem, and it also governs growth and cellular differentiation in internodes and pedicels. To search for factors that modify BP signaling, we conducted a suppressor screen on *bp er (erecta*) plants and identified a mutant that ameliorates many of the pleiotropic defects of the parent line. Map based cloning and complementation studies revealed that the defect lies in the *FILAMENTOUS FLOWER (FIL)* gene, a member of the YABBY family of transcriptional regulators that contribute to meristem organization and function, phyllotaxy, leaf and floral organ growth and polarity, and are also known to repress *KNOX* gene expression. Genetic and cytological analyses of the *fil-10* suppressor line indicate that the role of FIL in promoting growth is independent of its previously characterized influences on meristem identity and lateral organ polarity, and likely occurs non-cell-autonomously from superior floral organs. Transcription profiling of inflorescences revealed that FIL downregulates numerous transcription factors which in turn may subordinately regulate inflorescence architecture. In addition, FIL, directly or indirectly, activates over a dozen genes involved in glucosinolate production in part by activating *MYB28*, a known activator of many aliphatic glucosinolate biosynthesis genes. In the *bp er fil-10* suppressor mutant background, enhanced expression of *CYP71A13*, *AMIDASE1 (AMI)* and *NITRILASE* genes suggest that auxin levels can be modulated by shunting glucosinolate metabolites into the IAA biosynthetic pathway, and increased IAA levels in the *bp er fil-10* suppressor accompany enhanced internode and pedicel elongation. We propose that FIL acts to oppose *KNOX1* gene function through a complex regulatory network that involves changes in secondary metabolites and auxin.

## Introduction

Growth and development of terrestrial plants is guided by events occurring at meristems, zones where pluripotent stem cells perpetuate themselves and generate raw material for organ production. For aerial development, the shoot apical meristem (SAM) elaborates leaf, stem and flower anlagen at specific regions depending on complex temporal and spatial interactions between proteins, microRNAs and hormones [1,2]. The SAM shares common mechanisms of regulation with floral meristems, which form during the reproductive phase to generate sepals, petals, stamens and carpels, with an important difference being that floral meristems are determinate.

Genes affecting SAM and floral meristem patterning, maintenance, and function have been identified by both forward and reverse genetic screens. One family of genes that plays a prominent role in promoting meristem function throughout the plant life cycle is the class I *KNOTTED*-like homeobox (*KNOX1*) genes, which were named for the founding member, *KNOTTED1* (*KN1*) from maize (reviewed in [3]). Leaf blades of the *kn1* dominant mutant display knots of undifferentiated cells around lateral veins due to ectopic expression of the *KN1* gene product [4,5]. In numerous monocot and dicot species, the expression of a variety of *KNOX1* proteins in leaves conditions the production of ectopic meristems, implicating the factors as critical regulators of meristem function in a diverse array of plants [6–8].

In addition to their role in meristems, *KNOX1* genes promote growth in aerial organs such as leaves, flowers and stems. For example, compound leaves of tomato are observed to branch and form supercompound leaves if either the *LeT6 KNOX* gene or the maize *KN1* gene is ectopically expressed [9]. In tobacco, maize and *Arabidopsis*, ectopic expression of *KNOX1* genes also results in alterations in leaf architecture [6, 8–13]. In rice and *Arabidopsis*, *KNOX1* genes are known to promote both longitudinal and radial growth of stems [14–16].

A large number of factors interact with *KNOX1* genes to influence meristem and organ growth and morphology (reviewed in [17]). KNOX1 proteins promote cytokinin biosynthesis to sponsor meristematic activity and cell division [18–20] and conversely, repress gibberellin function in meristems to support meristem maintenance [12, 21–22]. In many cases, *KNOX1* genes are expressed in meristems but are downregulated as lateral organs are initiated, but they can be reactivated in compound leaf species [23]. Families of genes that encode the adaxializing factors *ASYMMETRIC LEAVES1 (AS1)* and *ASYMMETRIC LEAVES2 (AS2)* in *Arabidopsis* [24–26], *PHANTASTICA* in *Antirhinnum* and other species [27–28], and *ROUGHSHEATH2* in maize [29–30] repress *KNOX* genes as well as genes encoding some of the abaxializing factors of the *YABBY* and *KANADI* families in leaf primordia (reviewed in [31]). In addition, some *YABBY* proteins play roles in negatively regulating *KNOX* genes in lateral organs [32]. Collectively, these antagonistic interactions assist in establishing distinct domains of gene expression that promote proper lateral organ polarity. In contrast to these well-established examples of hierarchical controls that pattern leaves, little is known of the factors that act coordinately with *KNOX1* genes in stems to control morphogenesis.

We have previously characterized the expression and function of the *Arabidopsis KNOX1* gene *BREVIPEDICELLUS* (*BP*), which is required to promote elongation and radial expansion of inflorescence stems and pedicels, short stems that orient flowers and siliques at an upright angle along inflorescences [15]. BP acts in a partially redundant manner with the ERECTA (ER) receptor protein kinase, as double mutant *bp er* pedicels develop downward bends that are due to growth suppression on the abaxial side. Pedicel abnormalities of the *bp er* mutant are spatially linked to the patterning of underlying vascular bundles that are continuous with associated floral organs, and nodal identity is translated downwards into subtending internodes [33]. This stimulated the hypothesis that *BP* and *ER* promote growth along pedicels and internodes at least in part by counteracting growth-repressive signals that originate from superior organs and are borne by the vasculature. To explore this further, we conducted a suppressor screen of *bp er*, and identified a point mutation in the *FILAMENTOUS FLOWER* (*FIL*) gene that suppresses many of the *bp er* pleiotropic phenotypes. *FIL* is a member of the *YABBY* family of transcriptional regulators, which play roles in leaf and floral organ polarity, organ growth, phyllotaxy and shoot apical meristem organization and function [34–43]. Our analyses indicate that the effect of the *fil-10* suppressor mutation on pedicel development is also due to mobile signaling from the flower, and is not linked to the role of *FIL* in promoting abaxial organ fate. Subsequent microarray analyses revealed that numerous genes encoding glucosinolate (GSL) biosynthetic enzymes are repressed in the *fil-10* suppressor, and the levels of many glucosinolate metabolites are significantly reduced. These changes in GSL levels are correlated with elevated auxin levels that likely influence inflorescence architecture.

## Materials and methods

### Biological materials

Unless otherwise stated the parent background was *bp-2 er*, for which extensive phenotypic and molecular analyses have been conducted [15, 33]. The *fil-2*, *fil-3*, *fil-4* and *fil-5* alleles were obtained from Dr. Gary Drews. The mutant alleles for *ap1-1* (CS28), *as2-101* (CS16274), and *lug-1* (CS3081) were obtained from the Arabidopsis Biological Resource Center. Wildtype Landsberg Lan (La-1) was obtained from Dr. Detlef Weigel. Seeds of *kan1-2*, *kan2-1*, *las-11* and *yab3-2* mutants were obtained from Dr. John Bowman. Double and higher order mutants were constructed by crosses and validated by either visual phenotypes conferred by the mutant, and/or molecular genotyping (CAPS analysis where possible; direct sequencing for others as is described in S1 Table).

### EMS mutagenesis and plant growth conditions

Approximately 10,000 *bp-2 er* seeds were placed in 50ml of 0.2% EMS (Aldrich) for 16h. Seeds were washed extensively with water and planted in 20cm plastic pots in Premier Promix PGX at a density of approximately 200 seeds per pot. M1 plants were grown under natural lighting conditions in a greenhouse. M2 seeds were regrown in Conviron growth chambers at 22°C under fluorescent lighting (125**μ**E/m^2^) with a 16hr day:8hr night photoperiod.

### Microscopy and morphometric analyses

Light, SEM and fluorescence microscopy were carried out as previously described [33]. Morphometric measurements were conducted with mature plants and as previously described [33]. For pedicel measurements, samples were taken from the lower nodes of the plant to ensure the acropetal gradient of development was not a complicating issue. *In situ* hybridizations were performed as described in Lincoln *et al*. [44]. For confocal microscopy of FIL::GFP plants, buds of 0.3 to 0.5mm were dissected and embedded in 4% agarose. The blocks were affixed to a sectioning plate with superglue and 80-120um sections cut using a Leica VT1000S vibratome. Sections were mounted in cold water and imaged using a Zeiss 510 Meta laser scanning confocal microscope with an excitation wavelength of 488nm and a pinhole adjustment of 1.74–1.81 Airy units. An emission bandpass filter of 510-530nm was used to collect GFP fluorescence. Images were edited using LSM image Browser software, version 3 (Zeiss).

### Mapping of the *fil-10* suppressor mutant

*bp er fil-10*, backcrossed twice to *bp er*, was crossed with Columbia harboring a mutation in the *ER* gene (C*er*) to establish a mapping population. DNA from F_2_ plants displaying a *bp er fil-10* or *er fil-10* phenotype was used for simple sequence length polymorphisms (SSLPs) or dCAPS analyses [45]. For additional experiments involving microarray analysis and glucosinolate/auxin profiling, two additional backcrosses to the *bp er* parent line were performed.

### Identification of the lesion in *fil-10*

The *FIL* gene was amplified by PCR from *bp er fil-10* and *bp er* genomic DNA using FIL FOR: 5’ AAAAGATGTCTATGTCGTCTATGTCCTCC 3’ and FIL BACK: 5’ GAATCGGTTATATGCGGATGGGACTC 3’ primers. PCR products were gel purified (Qiagen) and both strands were sequenced using the *FIL* F/B primers (S1 Table). To validate sequencing results, the procedure was repeated on a second series of plants, and gave identical results.

### Transgenic construction and analysis

To examine FIL protein localization, a GFP tagged version was generated by amplifying the FIL promoter (2.7kb) and coding region with the primers: FIL/GFP FOR 5’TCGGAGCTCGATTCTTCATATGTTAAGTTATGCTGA 3’ and FIL/GFP BACK 5’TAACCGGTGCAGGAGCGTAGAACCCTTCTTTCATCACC 3’ using Phusion (New England Biolabs) polymerase. These primers engineer 5’ Sac I and 3’ Age I sites to facilitate cloning into pEGAD. Sequencing confirmed an in-frame fusion of *FIL* with *GFP*, where the last eight amino acids of FIL are missing. The construct was mobilized into *Agrobacterium* strain GV3101, and used to transform *bp fil-10 er* plants via the floral dip procedure [46]. Transgenics were selected on 0.5X MS media containing 10**μ**g/ml BASTA (Crescent Chemicals).

### Microarray analyses and QRT-PCR

Inflorescences from five-week old plants were used as a source of total RNA for both microarray analyses and QRT-PCR. Older flowers were culled from the periphery of the inflorescence such that no buds of later than stage 13 (bud opening defined by Smyth et al. [47] were used. For microarray analysis, total RNA was prepared from inflorescences of *bp er* and *bp er fil-10* plants in triplicate, using the Qiagen RNeasy system. RNA was reverse transcribed into cDNA pools using oligo dT, and the cDNA was amplified by in vitro transcription with biotinylated CTP to generate probes. Affymetrix ATH1 arrays were employed, and hybridization and washing conditions were carried out as described by the manufacturer. Detection/quantitation was facilitated by using an Affymetrix GeneChip scanner 3000. Raw data was subjected to GCOS/MAS normalization and a linear scaling factor was applied to set the TGT value to 500. The list was culled by discarding genes for which values were low and hence were called ‘absent’. Lists of UP/DOWN regulated genes were then obtained by sorting the Excel spreadsheet. Individual values from the triplicate samples were then examined and genes were removed from the list if the average value was skewed by an anomalous signal. Cutoff values were arbitrarily set at 2.5 fold and 1.9 fold to generate short and extended lists of genes influenced by *FIL*. Raw data and additional information can be accessed through the GEO accession number GSE86643. Analyses are presented in S2 and S3 Tables.

For QRT-PCR, total RNA was prepared as described above, and on-column DNAse digestion was undertaken, using RNAse free DNAse I (Invitrogen). cDNA pools were generated by reverse transcription of 1ug of total RNA, employing oligo dT as a primer and Superscript III reverse transcriptase (Invitrogen). An MJ Research instrument was used to amplify cDNAs to validate the microarray results and to test other putative target genes, using Sensifast SYBR mix (Bioline). Primers were designed by employing the open source Primer3 software. Primer efficiency tests were performed on dilutions of cDNA, and melting curves and gel analysis used to confirm primer specificity. Several potential reference genes were tested with both *bp er* and *bp er fil* cDNAs to determine the most reliable set. PP2a (At4g15415) and ACT7 (At5g09810) exhibited minimal variation and their primer efficiencies (E) and ΔCT values were averaged for normalization of target gene data. The relative expression ratio was calculated as described by Pfaffl [48], and pairwise type three Student’s t-tests conducted by transforming ΔCT values to linear terms by the equation (1+E)^− ΔCT^ as described by Livak and Schmittgen [49]. Two independent biological experiments that employed three to four technical replicates were carried out for each primer set. The independent experiment is summarized in S1 Fig. A list of primers is provided in S1 Table.

### Glucosinolate and auxin profiling

Inflorescences were dissected from five week old plants, their fresh weights recorded, and then placed in either 100% methanol (for glucosinolate profiling), or a solution of 80% methanol, 1% acetic acid (for IAA determination). Glucosinolate metabolites were identified and quantitated by HPLC as described by Kliebenstein *et al*. [50], and IAA levels were determined as described by Stokes *et al*. [51]. For IAA measurements, two independent experiments were carried out and revealed similar trends, and three experiments were conducted to profile glucosinolate metabolites, which also showed similar trends.

### DR5::GUS analysis in *bp er* and *bp er fil-10* genetic backgrounds

The DR5::GUS cassette was resected from a pBIN19 derivative with Sal I and EcoRI, and recloned into the Xho I/ EcoRI sites of pEGAD-link in order to use BASTA as a selectable marker. Following validation of primary transformants, T2 seeds were surface sterilized and germinated on media containing 0.5XMS salts, 5mM MES pH 5.7, 1% sucrose, and 10**μ**g/ml BASTA. Ten day old seedlings were fixed in 90% acetone for 30 minutes on ice, followed by one wash each in cold water and x-gluc buffer (50mM phosphate buffer, pH7.2, 0.2% Triton X-100, 2mM potassium ferrocyanide, 2mM potassium ferricyanide). X-gluc buffer containing 1mM x-gluc (BioShop Canada) was added and seedlings were incubated in the dark at room temperature for 8 hours, then fixed/decolorized with an ethanol series. The alcohol was exchanged for 8:2:1 chloral hydrate:glycerol:water and following overnight incubation at 4°C, slides of individual seedlings were prepared, coverslipped, and photographed using a Nikon SMZ1500 stereomicroscope with a digital imaging system (Nikon Digital Sight D5 Fi1). To investigate DR5 copy number in the transgenic lines, multiplex PCR was employed using the primers EGADjunctionFOR/GUS genotype back to screen for DR5::GUS insertions, and AMIgenotypeFOR/AMIgenotypeBACK as a single copy gene control. Primer sequences and PCR conditions are given in S1 Table.

## Results

### Identification of *fil-10* as a suppressor of *bp er* phenotypes

Wild-type *Arabidopsis* pedicels elongate as straight stems to support flowers and siliques at an upright angle along inflorescence axes. In *bp er* mutants, pedicel elongation is compromised and pedicels acquire bends that orient flowers at a downward angle (Fig 1A). To identify other genes controlling pedicel development, *bp er* seeds were mutagenized with EMS, and an M_2_ plant with elongated, perpendicular pedicels was identified (Fig 1B) and backcrossed to *bp er*. F_2_ plants segregated the suppressed phenotype in a 3:1 ratio, demonstrating that the novel phenotype is due to a recessive mutation at a single locus. Examination of unopened flowers with a dissecting microscope revealed narrow sepals that failed to fully conceal developing inner reproductive organs (Fig 1C and 1D). Further genetic and molecular characterization (see below) demonstrated allelism between the suppressor mutant and the *FILAMENTOUS FLOWER (FIL)* gene, and hereafter we refer to the mutant as *fil-10*.

**Fig 1:**
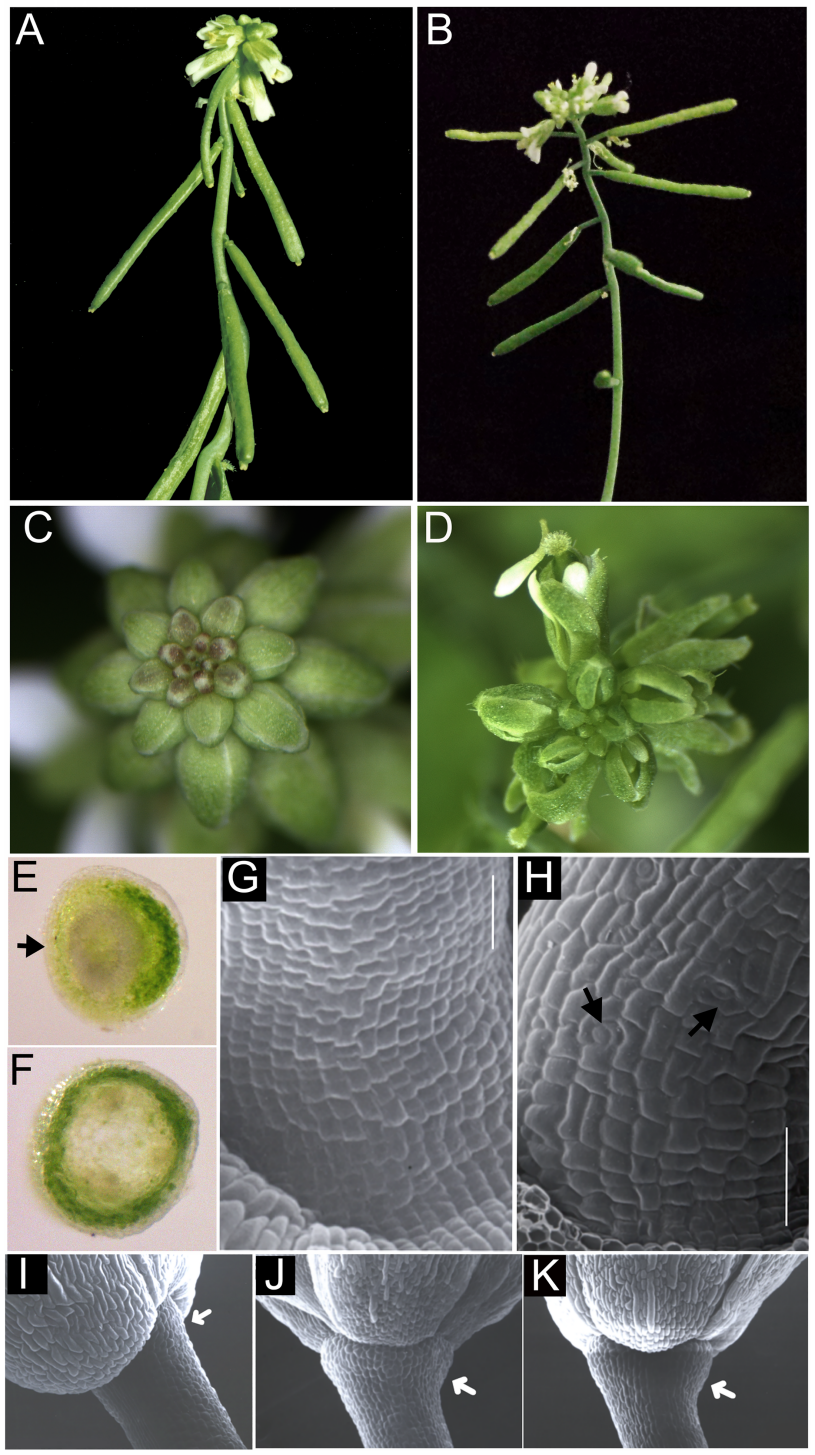
Suppression of *bp er* pedicel phenotypes by the *fil-10* mutation. A *bp er* plant showing short pedicels that bend downwards. (B) *bp er fil-10* plant exhibiting enhanced internode growth and elongated pedicels perpendicular to the stem axis. The acute pedicel angle defect is partially ameliorated. (C) *bp er* inflorescence cluster with closed floral buds. (D) Young *bp er fil-10* flowers with visible inner whorl organs due to aberrant sepal development. (E) Hand section of a *bp er* pedicel. Note the lack of chlorenchyma development on the abaxial side (arrow). (F) Hand section of a *bp er fil-10* pedicel, revealing a continuous ring of chlorenchyma tissue. (G) The *bp er* pedicels display files of short cells on their abaxial sides and differentiation of guard cells is repressed. (H) In *bp er fil-10*, the pedicel stripe is confined to a narrow band of stomata free tissue on lateral sides, but abaxial cells are larger and assume the irregular shapes found in wild type. Differentiation of stomata is also observed (arrows) (I-K) Receptacles of *bp er fil-10* (I), *fil-10 er* (J) and L*er* (K). Note expansion in *fil-10 er* and L*er* but lack of enlargement in *bp er fil-10* (arrow). Bars in panels G and H are 50 **μ**M.

Light microscopy of hand sections of pedicels showed that, in contrast to the disruptions of chlorenchyma tissue associated with the abaxial side of *bp er* pedicels (Fig 1E; [33]), *bp er fil-10* pedicels displayed a continuous ring of chlorenchyma (Fig 1F). Similarly, while the epidermis of *bp er* pedicels exhibits files of short cells that lack stomata on abaxial and lateral sides (Fig 1G), this feature is strongly suppressed in *bp er fil-10*, which exhibits a relatively indistinct stripe of undifferentiated cells along the lateral sides, and a more wild-type array of irregularly shaped cells on other sides. In contrast to the *bp er* line, the pedicels of the suppressor line also differentiate guard cells on all sides (Fig 1H). Our previous work demonstrated that BP plays a role in receptacle enlargement as gauged by a constriction of tissue at the distal end of the pedicel in *bp* mutants [33]. However, unlike the suppression of other defects, the *bp er fil-10* receptacles did not enlarge as they did the *fil-10 er* or L*er* plants (Fig 1I–1K). Receptacle growth is enhanced by overexpression of BP [33] and our results indicate that the mechanism controlling pedicel morphogenesis is genetically separable from that regulating receptacle growth. While FIL contributes to growth and patterning of stems, pedicels and floral organs, it apparently does not play a role in receptacle enlargement.

Developmental analyses of *bp er fil-10* plants showed that *bp er* pedicel phenotypes are increasingly suppressed as development progresses (2.5mm ± 0.1mm pedicel length (pl); 108° ± 2° pedicel angle (pa) for flowers 1–5 and 2.9mm ± 0.1mm pl; 98° ± 2° pa for flowers 6–10). To examine interactions between *fil-10*, *bp* and *er*, height, pedicel length and pedicel projection angle comparisons were made between all possible genotypes. Relative to the baseline genotype Landsberg, mutations in both *BP* and *ER* result in compromised internode elongation, while *fil-10* enhances growth (Fig 2A). These relationships are supported by the double mutant phenotypes in which either *bp* or *er* in combination with *fil-10* conditions less robust growth than *fil-10* alone. The effect on plant height is less pronounced when *bp er* is compared with the triple *bp er fil* mutant. Pedicel growth is also affected by the three genes in a manner similar to internode elongation (Fig 2B). The *bp* mutation significantly alters the pedicel angle and the angle becomes more pronounced by combining *bp* with *er*. The *fil-10* mutation suppresses this effect, giving rise to perpendicular pedicels in the triple mutant (Fig 2C). In summary, the *fil-10* suppressor partially ameliorates the *bp er* defects in internode and pedicel elongation, and conditions differential growth and development of pedicels to alter plant architecture.

**Fig 2:**
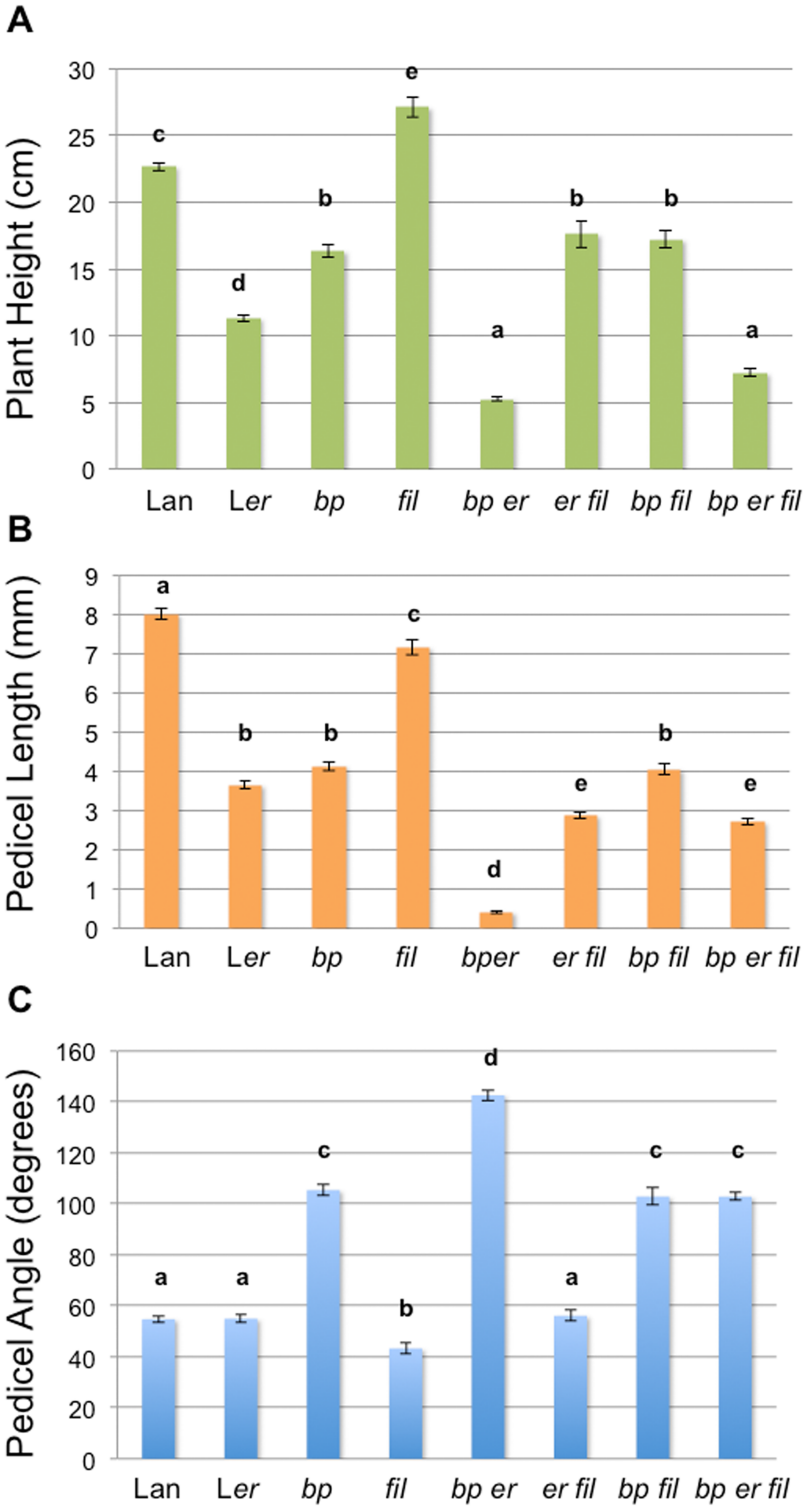
Morphometric analyses and differential effects of mutations in *bp*, *er*, and/or *fil*. Crosses were used to generate all combinations of single, double and triple mutants in a Landsberg (Lan) background. (A) Plant height was measured from the rosette to the inflorescence tip in six week old plants. (B-C) Mature, senescing plants were used to measure pedicel length (B) and angle (C). The error bars represent standard error of the mean. Data were compared by one way ANOVA using Tukey’s Honest Significant Differences method. Letters above the bars indicate significance categories where p< 0.01. For all measurements, n = 15–150. Similar trends were observed in two independent experiments.

### Characterization of *fil-10* floral phenotypes

The *fil-10* suppressor line exhibits reduced fecundity, producing short siliques with fewer viable seeds that may be due to reduced levels or viability of pollen. We assessed female viability by crossing L*er* pollen into *fil-10 er* gynoecia. Siliques elongated and set seed, indicating that either an anther or male gametophyte defect underlies reduced *fil-10* fertility. To distinguish between sporophytic and gametophytic possibilities, *fil-10/+ er* pollen was crossed into L*er* gynoecia. The F_1_ plants appeared normal and were fully fertile. Genotyping revealed that 27/62 = 43.5% of plants were heterozygous for *fil-10*, consistent with the 50% value expected if *fil-10* and wild-type pollen grains are equally viable. Thus, reduced seed set is due to a sporophytic defect probably related to low pollen yield.

The *fil-10* mutation also conditions floral morphological phenotypes when combined with *er*, but these are typically much less severe than those that have been reported for strong *fil* alleles [34–36,42]. *fil-10 er* floral meristems initiate normally and generally produce four symmetrically arranged sepals (Fig 3A) that do not elaborate bract-like organs. In accordance with the phenotype of older flowers, the margins of young sepals are often separated by gaps that expose inner whorl organs (Fig 3B). Partial sepal-to-carpel homeotic transformations occasionally manifest as stigmatic tissue formed at the tips of medial first whorl organs (Fig 3C). In other cases, first or third whorl organs develop as radial filaments (Fig 3D). In the fourth whorl, gynoecia are often crooked or bent (Fig 3E), likely due to contact of the gynoecium tip with the inner face of a sepal (Fig 3F) and protruding stylar tissue is observed on medial sides (Fig 3G). We also examined the effect of a stronger *fil* allele in the *bp er* background. While the *fil-4* allele suppresses *bp er* in a similar fashion to *fil-10* (Fig 4), *bp er fil-4* plants display more severe stem and floral phenotypes that include phyllotaxy defects, the reduced floral cluster bearing type B flowers, and in many instances floral organ identity is severely compromised, manifested as filamentous organs (see S2 Fig). These defects mimic those of strong *fil* alleles. In summary, broad morphological defects in *fil-10 er* flowers support others’ findings that *FIL* plays an important role as a general regulator of floral organogenesis [34–36, 42], but define *fil-10* as a weak allele that impinges upon both BP and ER signaling.

**Fig 3:**
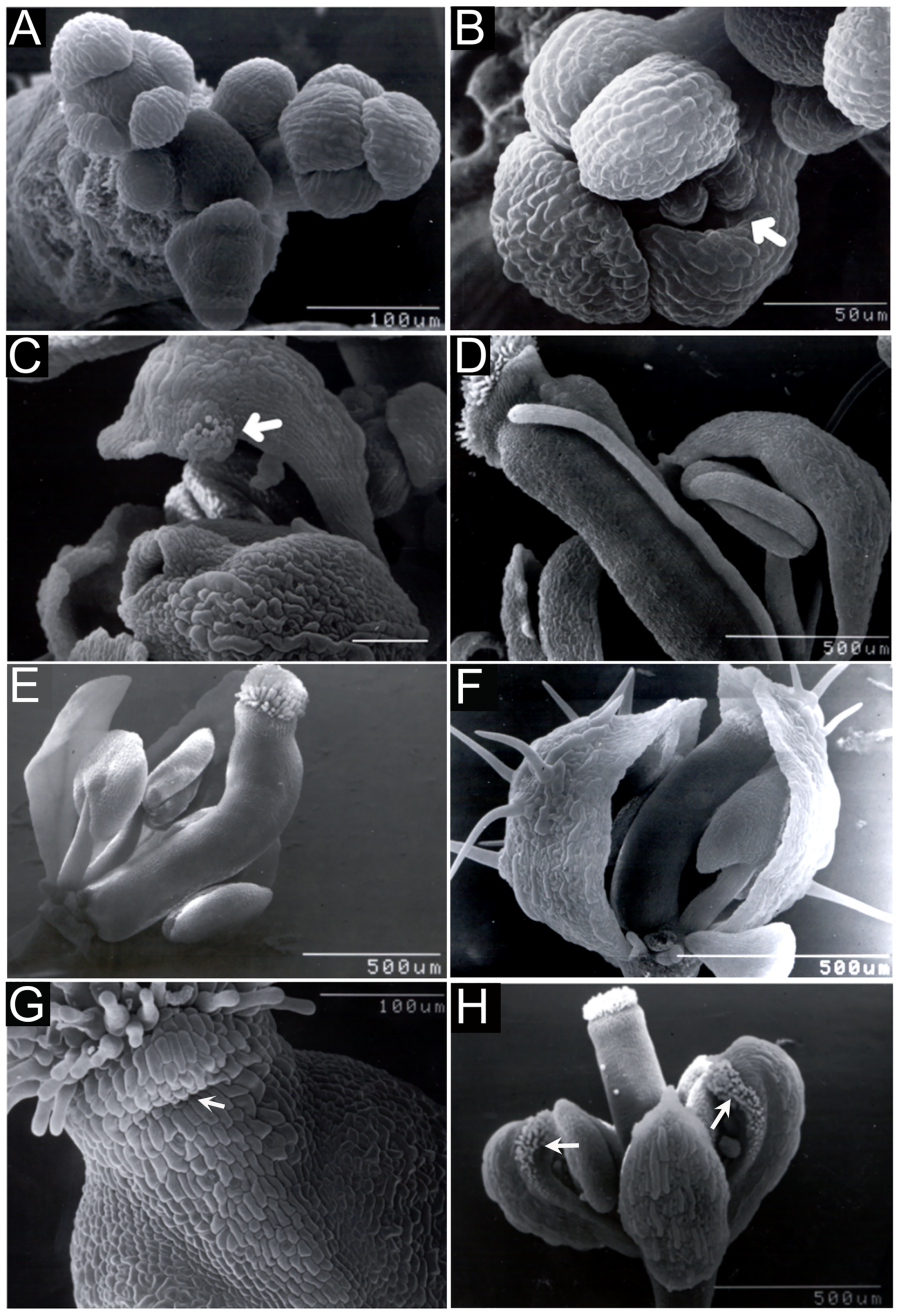
*fil-10* conditions floral organ abnormalities. (A-G) *fil-10 er* flowers. (A) Early inflorescences showing symmetrically located sepal primordia. (B) An early bud with a gap (arrow) between two sepals. (C) A flower formed late in development with stigmatic tissue (arrow) on the tip of a sepal. (D) A flower with a third whorl filament lacking an anther. (E) A gynoecium with a bend. (F) A gynoecium in the midst of bending due to sustained contact with the inner face of a lateral sepal. (G) Medial region of a gynoecium showing a bulge of style tissue (arrow) under the stigma. (H) *fil-10 ap1-1 er* flower showing transformation of medial sepals (arrows) into carpelloid organs.

**Fig 4:**
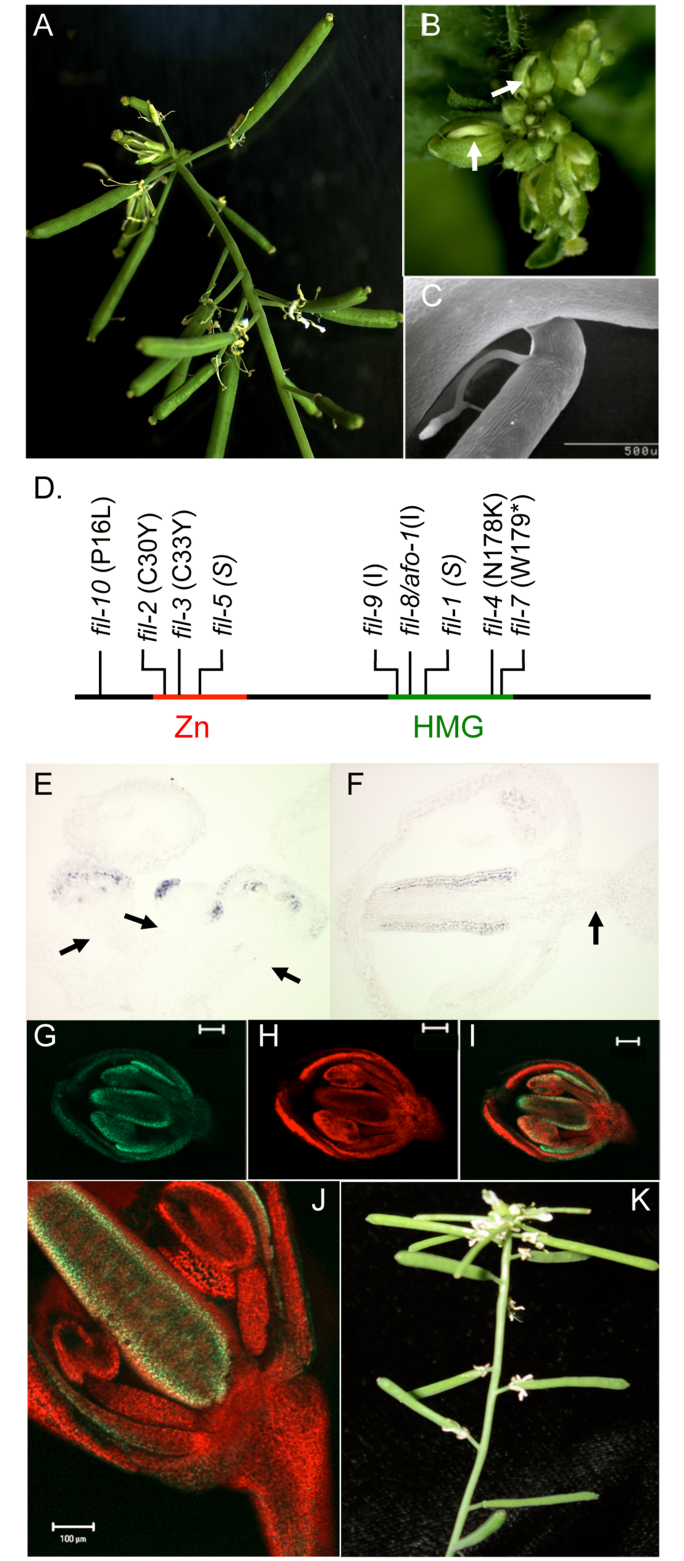
Mutations in *FIL* and *LAS* affect inflorescence architecture in a similar fashion. (A-C) *bp er fil-4* plants showing elongated pedicels (A), upward-oriented floral buds with gaps between sepals (arrow; B) and bends in pedicels at filamentous organs (C). (D) Locations of characterized mutations in the *FIL* gene. The nature of each mutation is shown in parentheses: I = insertional mutant, S = splice junction mutant; the asterisk represents a stop codon. (E-F) *In situ* hybridization with a *FIL* probe showing expression in sepal primordia (central bud) and in floral organs of older, peripheral buds (E), and gynoecium valve expression in a stage 9 pedicel (F). Note the absence of *FIL* expression in pedicel tissue (arrows) at stages that precede the period of pedicel elongation [59]. (G-I) A collage of a stage 9 bud from a transgenic plant expressing a *FIL*pro::*FIL*::*GFP* transgene. The left panel shows FIL::GFP expression on the abaxial side of floral organs; the middle panel is the chlorophyll autofluorescence (red channel) and the right panel is the merged image. (J) Mature flower illustrating FIL::GFP in floral organs only. (K) The *bp er las-11* triple mutant exhibits a phenotype nearly identical to that of *bp er fil-10*.

### *fil-10* does not influence floral meristem identity

Previously we demonstrated that reduced floral meristem identity in *leafy* (*lfy*) mutants suppresses *bp er* pedicel phenotypes [33]. Reduced floral fate results in increased numbers of axillary stems and less prominent receptacles. Unlike *lfy*, our observations indicate that suppression of *bp er* pedicel phenotypes in *fil-10* is not due to changes to floral identity. First, axillary branch number is similar between *bp fil-10 er* (1.9 ± 0.2) and *bp er* (2.1 ± 0.1). Second, *fil-10* and *fil-10 er* receptacles enlarge (Fig 1J), but this feature is compromised when lfy is also mutant (in *bp er lfy-5* [33]). Third, we crossed *bp er fil-10* to *ap1-1 er* to examine the effect of *fil-10* in another known floral identity mutant. Similar to the effect of *lfy-5*, *ap1-1* suppressed the *bp er* pedicel phenotypes, but we also observed a novel floral phenotype that is not present in *ap1-1* or *fil-10* plants. In *bp fil-10 ap1-1 er* and *fil-10 ap1-1 er* flowers, medial first whorl organs of all flowers displayed carpel-like features that included stigmatic tissue at tips and along margins, style-like tissue adjacent to margins, ovules along margins and an overall hooded morphology (Fig 3H). Importantly, secondary flowers evident in axils of first-whorl organs in *ap1-1* were never observed in *fil-10* backgrounds, suggesting that *fil-10* flowers are fully determinate. Collectively, these results indicate that *fil-10* does not compromise floral identity as is the case for stronger *fil* alleles [34, 36], (and S2 Fig). Thus, *FIL* may interact with *BP* and *ER* to influence floral architecture and pedicel growth downstream of floral meristem fate specification.

### *fil-10* does not impact pedicel development through its effect on organ polarity

It is well established that FIL contributes to the emergence of organ polarity by specifying abaxial identity of lateral organs [35]. To determine whether a reduction in abaxial organ identity contributes to suppression in *bp er fil-10*, we crossed *bp er* with *kanadi-1* and *kanadi-2*, which show abaxial-to-adaxial transformations in leaves and floral organs [38, 52–56]. We saw no evidence of suppression of *bp er* pedicel phenotypes in *bp-4 kan1-2 er*, *bp-4 kan2-1 er* or *bp-4 kan1-2 kan2-1/+ er*, suggesting that lateral organ polarity *per se* does not significantly influence pedicel morphology. Because the *KAN* genes are expressed in stem tissue where they play a role in vascular patterning [55] we also tested the relationship between organ polarity and pedicel development by removing the function of *ASYMMETRIC LEAVES2* (*AS2*) from *bp er fil-10* plants. KAN exerts its function in part by repressing *AS2* [57], an adaxial regulator that is expressed in leaves and floral organs but not in internodes or pedicels [25, 58]. Because removal of *AS2* from an *er* background increases abaxial fate in lateral organs [58], we reasoned that this could counteract the loss of abaxial identity due to the *fil-10* mutation, phenocopying the *bp er* pedicel phenotypes. However, although quadruple *bp er fil-10 as2-101* mutants gave rise to shorter pedicels, removal of *AS2* did not affect pedicel angle (Table 1), consistent with the *kan* data suggesting that organ polarity does not significantly impact pedicel morphology.

**Table 1:** The influence *AS2* on pedicel architecture.

Genotype^a^	Pedicel Length (mm)	Pedicel Angle (degrees)^b^
*bp er fil-10*	2.75 ± 0.05	93.1 ± 0.9
*bp er fil-10 as2-101*	1.75 ± 0.09	95.9 ± 1.3

^a^For *bp er fil-10*, n = 189. For *bp er fil-10 as2-101*, n = 55.

^b^Angle between the inflorescence axis and the adaxial face of the pedicel.

Pairwise T-tests revealed that the change in pedicel length is statistically significant (p<0.005), while the change in pedicel angle is not (p = 0.34).

### Identification and molecular characterization of *fil-10*

The original *bp er* suppressor mutation (termed *sup2*) was mapped to a 660kbp region on chromosome 2 between the T8M12 and GBF3 markers. Scanning annotation units in this chromosomal region showed that the *YABBY* gene *FILAMENTOUS FLOWER* (*FIL*) is located approximately halfway between the two markers. Similarities between *fil* and *sup2* phenotypes, including compromised fecundity, filamentous organs, and style defects prompted us to test whether other *fil* alleles could suppress *bp er*. Crossing the intermediate *fil-4* allele into *bp er* produced plants with elongated pedicels, although pedicels often bend down at filamentous structures formed on abaxial sides (Fig 4A–4C). We next crossed *bp er fil-4* with *bp er sup2* in a complementation test. Progeny plants exhibited a suppressed *bp er* phenotype, indicating that the lines contain mutations in the same gene. To confirm that *FIL* is mutated in *sup2*, *FIL* cDNA and genomic fragments isolated from *bp er sup-2* plants were cloned and sequenced, revealing a P16L mutation located upstream from the Zn finger domain (Fig 4D). Taken together, these experiments indicate that the *sup2* phenotype is due to a mutation in the *FIL* gene and we propose *fil-10* as the allele designator.

*FIL* is expressed in leaves and floral organs and acts to specify abaxial organ fates and promote blade outgrown, in part by repressing *KNOX1* genes [32]. In addition, the finding that *fil* mutations suppress the *bp er* phenotype suggested that in this background, *FIL* might be ectopically expressed in pedicels to modulate their development. However, *in situ* hybridization with a *FIL* probe failed to detect *FIL* transcripts in *bp er* pedicel or internode tissue at all floral stages tested (Fig 4E and 4F), suggesting that *FIL* may function non-cell-autonomously from flowers to impact pedicel development. To more specifically test this hypothesis at the protein level, we constructed a *FILpro*::*FIL*::*GFP* transgene and generated transgenic lines in both wildtype and *bp er* plants. Examination of young buds revealed the characteristic abaxial domain expression of *FIL*, but in no case, at any stage of floral development, did we observe GFP fluorescence in developing pedicels (Fig 4G–4J). Moreover, pedicel angle defects begin to be manifest after about stage 11 of floral development [33], and the bulk of pedicel elongation also takes place after stage 11 [59], suggesting that pedicel development is spatially (and temporally) separated from FIL expression domains in floral organs. Finally, the introgression of the *lateral suppressor* (*las-11*) mutant into *bp er* confers a phenotype that is nearly identical to that of *bp er fil-10* (Fig 4K). Recognizing that *LAS* regulates axillary meristem activity [60], and has been implicated in transducing the *FIL* non-cell-autonomous signal from peripheral domains of the meristem to the CZ [39], we reason that FIL’s effect on stem and pedicel development is likely mediated in a similar fashion. That the origin of the signal is superior to the pedicel is inferred by amelioration of the stripes of undifferentiated abaxial tissue that originate and are broadest at the receptacle in *bp er*, and trace the path of the vasculature down the inflorescence stem [15, 33], but which are suppressed in *bp er fil* mutants.

### *LEUNIG* and *YAB3* mutations differentially suppress the *bp er* phenotype

YABBY proteins are known to form complexes with Gro/Tup1 co-repressors such as LEUNIG (LUG) [40]. *LUG* is ubiquitously expressed and *lug* mutants show homeotic transformations in the flower [61]. In addition, LUG and its interacting partner protein SEUSS (SEU) act to control organ polarity and other aspects of plant development [62–64]. Upon crossing *bp er* and *lug*, we found that *bp er lug-1* plants also exhibited suppressed pedicel phenotypes (Table 2) wherein pedicels are elaborated perpendicular to the stem axis and elongate to some extent (Fig 5A). The stomata-free stripe of cells on the abaxial side of *bp er* pedicels is also ameliorated, giving rise to normal epidermal patterning that includes stomatal development (Fig 5B).

**Table 2:** Effects of BP and LUG on pedicel morphology.

Genotype	Pedicel Length (mm)^a^	Pedicel Angle (degrees)^a^^,^^b^
L*er*	3.7 ± 0.1	55 ± 2
*lug-1 er*	2.8 ± 0.2	48 ± 7
*bp er*	0.41 ± 0.03	143 ± 2
*bp er lug-1*	0.99 ± 0.07*	84 ± 3*

^a^ n>20. Each value represents the mean ± standard error.

^b^Angle between the inflorescence axis and the adaxial face of the pedicel.

* Pairwise T-tests reveal significant differences for both pedicel length and angle for *bp er* vs *bp er lug-1* (p<0.05).

**Fig 5:**
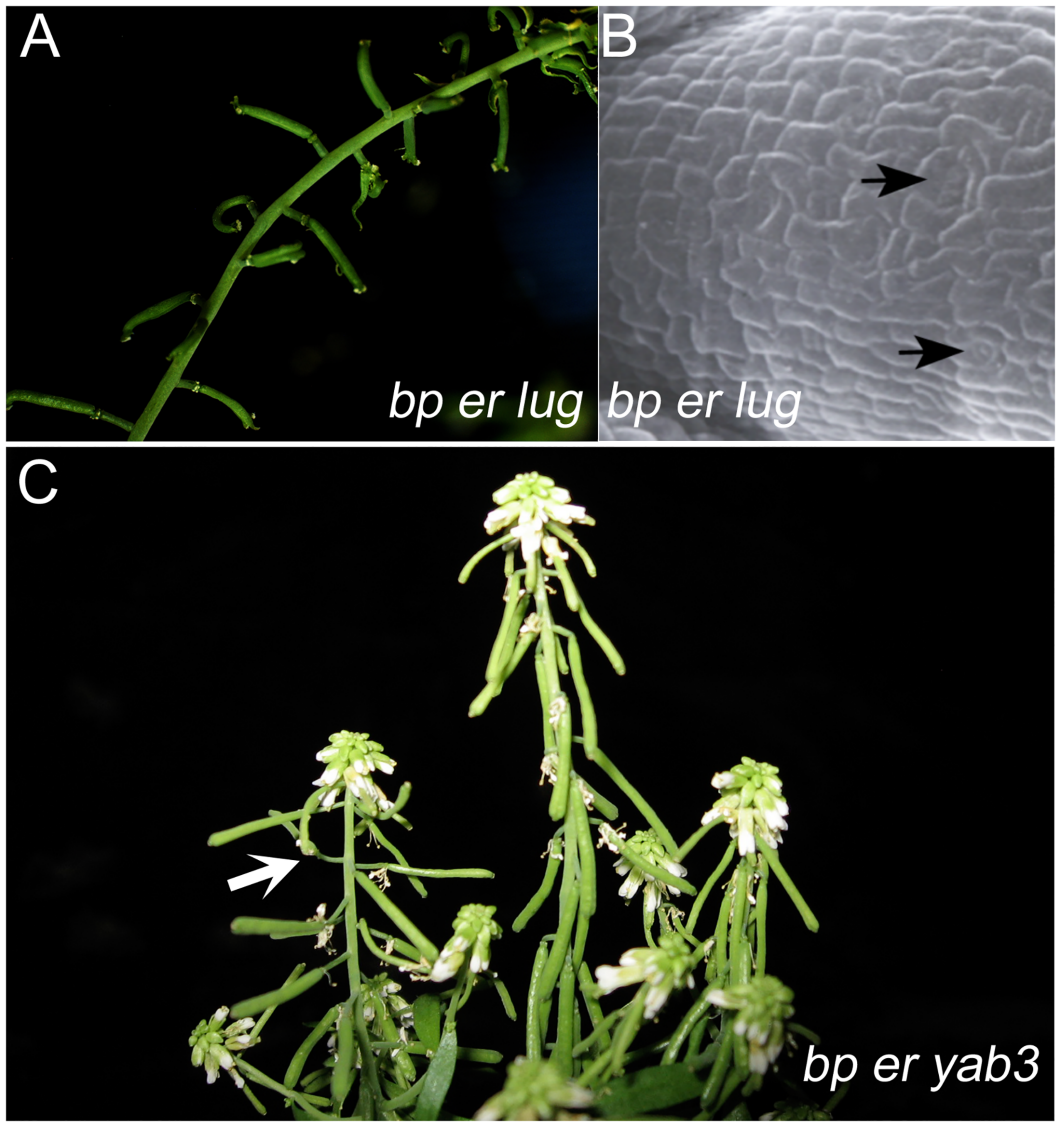
Suppressive effects of mutations in *leunig* and *yabby3*. (A) *bp er lug* plant showing suppressed pedicel angles. (B) *bp er lug* abaxial pedicel showing enlarged cells and stomata (arrows). (C) *bp er yab-3* plant. In rare cases, we observed pedicel suppression effects (arrow) of some axillary branches on plants which otherwise exhibited the *bp er*-like habit.

Given that some *YABBY* proteins are expressed in overlapping domains, interact physically with one another, and can rescue mutations in other *YAB* genes [40, 65, 66], we reasoned that mutations in *YAB3*, a close *FIL* relative, also might be able to suppress the *bp er* phenotype. We generated the *bp er yab3* triple mutant but found that *yab3* was ineffective in suppressing the *bp er* phenotype (Fig 5C). In very rare instances, secondary branches displayed some degree of suppression on plants that were otherwise *bp er*-like. Thus, the *fil-10* suppression phenomenon generally cannot be phenocopied by *yab3*, although the two genes are functionally redundant in other contexts (e.g. vegetative development; [32, 35]).

### Transcription profiling reveals possible mechanisms of FIL action

Our previous studies provided evidence for the existence of a vascular-borne signaling molecule whose synthesis, activation, or trafficking influences inflorescence architecture [33]. We therefore undertook transcription profiling experiments with *bp er* and *bp er fil-10* inflorescences as a strategy to identify genes whose regulation is governed by FIL, anticipating that the identities of putative targets might suggest the nature of this signaling pathway. Triplicate samples of inflorescence RNA from the two genotypes were analyzed, and genes that exhibited more than a 2.5 fold change were functionally classified using both MapMan and Gene Ontogeny (GO) algorithms (S2/S3 Tables). 

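Expression was measured on 6 Affymetrix ATH1 arrays, 3 for *bp er* and 3 for *bp er fil-10*, each with RNA from inflorescences of 5-week-old plants whose buds had not passed stage 13. The deposited values are MAS signals, a measure of hybridization intensity per probe set on a linear scale, which the authors made with GCOS and scaled with 1 factor per array to a target of 500. The median signal was 202, 211 and 193 on the *bp er* arrays and 203, 215 and 213 on the *bp er fil-10* arrays. Of the 22746 probe sets that are not Affymetrix controls, the 14456 with a signal of at least 100 on at least 3 of the 6 arrays were kept, their signals were converted to log2, and the genotypes were compared with limma, 2-sided, with Benjamini-Hochberg adjustment over the probe sets kept. A positive log2 difference means a higher signal in *bp er fil-10*. Where signals under 100 were raised to 100, "at least" and "lower bound" refer to that step only, not to the spread between arrays. A second fit took the replicate number as a block, and its adjusted p is given beside the first where it changes a call. The basis for this pairing is narrow and rests mainly on replicate 3. The deviations of same-numbered arrays from their genotype's mean correlated at 0.103, 0.221 and 0.380 for replicates 1, 2 and 3. A gene name was available here for 7791 of the probe sets kept, each standing for 1 gene; the others were tested and counted but are unnamed here. No probe set is named here for *FIL* or *BP*, so the genotype of each array was not checked against them. The number of arrays limits the precision of every value.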

The two lists are referred to hereafter as the UP list (genes upregulated in *bp er fil-10*, implying that FIL directly or indirectly represses these genes in *bp er*) and the DOWN list (genes downregulated in *bp er fil-10*, implying that FIL directly or indirectly activates these genes in *bp er*).

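*IQD26* (AT3G16490) had a signal of 148 ± 88.6 (SD, n = 3 arrays) in *bp er* and 477 ± 54.3 (SD, n = 3) in *bp er fil-10*, a log2 difference of at least 1.57 with signals under 100 raised to 100, and every *bp er fil-10* array lay above every *bp er* array. *AKINBETA1* (AT5G21170), annotated as a beta subunit of an AMP-activated protein kinase, had 1080.2 ± 503 (SD, n = 3) and 3484 ± 1994 (SD, n = 3), a log2 difference of 1.57 (SE 0.54; 1.18 to 2.21 with 1 array left out). *AT1G30820*, annotated as a CTP synthase, had 1139.7 ± 507 (SD, n = 3) and 3083 ± 1528 (SD, n = 3). For *AKINBETA1* and *AT1G30820* the arrays of the genotypes overlapped. *AKINBETA1* also differed on replicate 3 from replicates 1 and 2, by −1.19 in *bp er* and −1.89 in *bp er fil-10* on the log2 scale. None of *IQD26*, *AKINBETA1* and *AT1G30820* passed limma's test at an adjusted p under 0.05 (0.132, 0.217 and 0.219), and each did with the replicate block (0.0306, 0.00966 and 0.00827). In all, 19 genes that the study lists as up-regulated at 2.5-fold had a named probe set that was kept. Their log2 differences were all positive, and in 10 of the 19 every *bp er fil-10* array lay above every *bp er* array, against 5% of probe sets by chance in this direction and 14.2% of all probe sets kept. From the log2 means all 19 lay past 2.5-fold, but only 5 did without *bp er* replicate 3, where all 19 stayed positive. With any other array left out, 12 to 19 lay past it. At an adjusted p under 0.05 limma called 0 of the 19 (16 at an unadjusted p under 0.05), 16 when adjusted over the list alone and 11 with the replicate block. The study chose these genes on the same arrays, so neither their direction nor the lack of overlap is independent evidence. Those with all *bp er* signals under 100, such as *AT1G64800* and *AT1G80245*, were kept only through the *bp er fil-10* arrays. For them the minimum signal fixed that the genotypes did not overlap.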

The UP list contains 71 genes. By normalizing these genes to their frequency in the functional classification groups, only the genes involved in RNA metabolism/transcription factor activity are over represented (p-value = 5.673^−4^). Twelve genes encode validated or putative transcription factors, including four Zn finger proteins, three AP2/EREBP domain factors, two homeobox domain proteins, one B3 domain protein, 1 JUMONJI family member, and one GeBP domain protein. 

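*AT2G35430* had a signal of 55.1 ± 39.2 (SD, n = 3 arrays) in *bp er* and 143 ± 12.0 (SD, n = 3) in *bp er fil-10*; it encodes a C3H zinc finger protein, and with signals under 100 raised to 100 its log2 difference was at least 0.51 (limma adjusted p = 0.274). It was the only one of these genes with a named probe set that had a signal of at least 100 on 3 arrays, as testing required. *REM22*, which encodes a B3 domain protein, had signals of 28.0 ± 22.9 and 96.5 ± 18.5 (SD, n = 3 per genotype), *AT4G00390*, a GeBP gene, of 31.6 ± 10.9 and 91.2 ± 18.6, and the zinc finger gene *AT2G26940* of 33.3 ± 5.26 and 94.9 ± 18.3; for each, *bp er* is given first, and none was tested, since they reached 100 on 1, 1 and 2 arrays. *SMZ* and *AT4G28140*, also in the study's lists and below the minimum, had overlapping arrays. Their signals were 15.7 ± 11.5 and 50.4 ± 32.1, and 20.9 ± 14.4 and 68.3 ± 56.4 (SD, n = 3 per genotype, *bp er* first). Among the 46 transcription factor genes of the extended list of up-regulated genes, at 1.9-fold, 10 had a named probe set that was kept. All 10 had a positive log2 difference, and in 8 the genotypes did not overlap, against 5% by chance in 1 direction and 14.2% of all probe sets kept. Each of them had *bp er* signals under 100; with these raised to 100, which makes each difference a lower bound, *SPOROCYTELESS* (AT4G27330) differed by 0.72, the B3 gene *AT5G32460* by 0.11, the bHLH genes *AT1G06170* and *AT1G10610* by 0.85 and 0.62, the MYB-related gene *AT3G10580* by 0.61, the AP2/EREBP gene *AT1G64380* by 0.96, the JUMONJI gene *AT1G11950* by 0.97, *AT5G42700* by 0.37 and *AT5G24820* by 0.94. Of these 10, limma called 0 at an adjusted p under 0.05 (7 at an unadjusted p under 0.05), 0 when adjusted over the list alone and 0 with the replicate block. The study chose them on the same arrays, so neither the direction nor the lack of overlap is independent evidence. For *AT2G35430*, *AT3G10580*, *AT5G32460* and *AT5G42700* all *bp er* signals were under 100. The minimum signal kept these genes only through the *bp er fil-10* arrays, which fixed that their genotypes did not overlap. The over-representation of transcription factors was not repeated here.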

A second category is a group of genes whose products are involved in regulated proteolysis. 

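*AT1G26800* had a signal of 80.3 ± 65.7 (SD, n = 3 arrays) in *bp er* and 317 ± 186 (SD, n = 3) in *bp er fil-10*, and *AT1G14200* had 60.0 ± 49.5 and 190.2 ± 70.8 (SD, n = 3 per genotype). With signals under 100 raised to 100, their log2 differences were at least 1.26 (0.85 to 1.90 with 1 array left out) and at least 0.78 (0.56 to 1.13). Both encode RING/U-box proteins, a class of ubiquitin ligases. Neither passed limma's test (adjusted p = 0.298 and 0.214), and *AT1G26800* did with the replicate block (adjusted p = 0.0430). Another gene, *AT2G22030*, had signals of 16.9 ± 11.4 and 89.3 ± 8.82 (SD, n = 3 per genotype, *bp er* first), below the minimum for testing. In the extended list, 9 of 28 protein degradation genes had a named probe set that was kept, and all 9 had a higher mean log2 signal in *bp er fil-10*. Limma called 0 of them (6 at an unadjusted p under 0.05), 6 when adjusted over the list alone, which is not independent evidence because the study chose them on these arrays. With the replicate block 5 passed: besides *AT1G26800*, the F-box class genes *AT3G23880*, *AT3G26000* and *AT4G10925*, with log2 differences of 1.13, 1.14 and 1.13, and the RING gene *AT4G17245*, with 1.07. The subtilase gene *AT1G20150*, the F-box gene *AT5G25290* and the ubiquitin hydrolase-related gene *AT5G61940* passed neither fit, and with signals under 100 raised to 100 they differed by at least 0.89, 0.28 and 0.42. The class also occurs among the down-regulated genes at 1.9-fold, where 5 of 9 were kept and named. All 5 were lower on average, among them *DELTA-VPE* by −1.88 (SE 0.27) and *AT4G21630* by −1.13 (SE 0.15). Limma called 0 of these 5 without the block and 5 with it, again on arrays the study chose them from.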

Lastly, there are 25 genes that encode products of unknown function, but in general there are no obvious patterns that implicate specific signaling pathways or other commonalities that inform how FIL executes its function. 

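*AT3G07350* had a signal of 238 ± 174 (SD, n = 3 arrays) in *bp er* and 737 ± 243 (SD, n = 3) in *bp er fil-10*, a log2 difference of at least 1.51 with signals under 100 raised to 100, and of at least 1.07 without *bp er* replicate 3. *AT2G20670*, which encodes a protein of the same DUF506 family, had 765 ± 496 and 2017 ± 982 (SD, n = 3 per genotype), a log2 difference of 1.57 (SE 0.62) that falls to 0.84 without the same array. *AT5G23380*, with a DUF789 domain, differed by 1.53 (SE 0.29), and the salt-responsive gene *SIS* (AT5G02020) by 1.38 (SE 0.40). With the replicate block these 4 genes passed limma's test (adjusted p = 0.0276, 0.00902, 0.0262 and 0.0179); without it none did (adjusted p = 0.228, 0.256, 0.123 and 0.171). Of the 25 genes without an assigned function in the 2.5-fold list, 10 had a named probe set that was kept, and all 10 were higher on average in *bp er fil-10*. Limma called 0 (8 at an unadjusted p under 0.05) and 8 when adjusted over the list alone, which is not independent evidence for genes the study chose on these arrays.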

Rather, it appears likely that FIL may act in numerous processes by regulating a group of subordinate transcription factors.

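The gene of the jacalin-related lectin JAL23 (AT2G39330) fell by at least 3.24 on the log2 scale in *bp er fil-10*, with signals under 100 raised to 100 (limma adjusted p = 0.00287), from a signal of 961 ± 241 to 75.9 ± 14.6 (SD, n = 3 arrays per genotype). It was the only probe set that passed the test over all probe sets kept, and it passed under every alternative tried. The thionin gene *THI2.1* (AT1G72260) had 15928 ± 2239.8 in *bp er* and 4809.5 ± 1038 in *bp er fil-10* (SD, n = 3), and the thiol reductase gene *GILT* (AT4G12960) had 16922 ± 1416 and 5731 ± 1463 (SD, n = 3); their adjusted p was 0.0526 and 0.0526, and 0.00561 and 0.00411 with the replicate block. *AT2G38900*, a serine protease inhibitor gene, had 526 ± 327 and 28.5 ± 43.9 (SD, n = 3), and *AT4G15750*, an invertase or pectin methylesterase inhibitor gene, had 5204 ± 2543 and 458 ± 723 (SD, n = 3). Both passed only with the replicate block (adjusted p = 0.0248 and 0.0134, and 0.126 and 0.144 without it), and with signals under 100 raised to 100 they were lower by at least 2.16 and 3.39 (1.69 to 2.75 and 2.90 to 5.55 with 1 array left out). Of the genes that the study lists as down-regulated at 2.5-fold, 26 had a named probe set that was kept. In all 26 every *bp er fil-10* array lay below every *bp er* array, against 5% of probe sets by chance in this direction and 9.13% of all probe sets kept. Limma called 1 of the 26, 26 when adjusted over the list alone and 23 with the replicate block. The study chose these genes on the same arrays, so this is not independent evidence. Those with all *bp er fil-10* signals under 100, such as *AT2G38900* and the gene of JAL23, were kept only through the *bp er* arrays. For them the minimum signal fixed that the genotypes did not overlap.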

The DOWN list of 63 genes was parsed into several categories that are statistically overrepresented. 

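The dihydroflavonol reductase gene *DFR* (AT5G42800) had a signal of 849.5 ± 223 (SD, n = 3 arrays) in *bp er* and 132 ± 101 (SD, n = 3) in *bp er fil-10*, lower by at least 2.505 on the log2 scale with signals under 100 raised to 100, and the terpene synthase gene *TPS24* (AT3G25810) had 357 ± 79.0 and 131 ± 35.1 (SD, n = 3 per genotype), a difference of −1.46 (SE 0.27). Both passed limma's test with the replicate block (adjusted p = 0.00966 and 0.0223) and not without it (0.0945 and 0.119). Among the enzymes of MapMan's miscellaneous class, the peroxidase gene *PRX52* (AT5G05340) was lower by at least 1.399, with signals under 100 raised to 100, and the lipase gene *AT1G29660* differed by −1.70 (SE 0.22), with an adjusted p of 0.0226 and 0.00966 with the block and 0.124 and 0.0590 without it. The berberine bridge enzyme gene *AT1G30710*, with all *bp er fil-10* signals under 100, was lower by at least 1.19 with these raised to 100 and passed neither fit. In the extended lists at 1.9-fold, 10 of 29 secondary metabolism genes and 15 of 66 miscellaneous genes had a named probe set that was kept; all were lower on average, and 7 and 9 passed with the block. Limma without the block called 0 of the secondary metabolism genes (7 at an unadjusted p under 0.05) and 1 of the miscellaneous genes, and 6 and 12 when adjusted over the list alone, which is not independent evidence. The over-representation of these classes among all genes was not computed here.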

Trends are observed for members of the miscellaneous and secondary metabolism category, and normalization to the reference set of all genes reveals these classes are overrepresented by 7 and 18 fold (p-values are 4.82 x 10^−13^ and 3.4 x 10^−15^, respectively). Ten of the secondary metabolism genes are known to be involved in the synthesis or modification of glucosinolates (GSLs) and an additional four are suspected to play roles in GSL metabolism based on the biochemical steps involved and the predicted enzymatic function (e.g. glutathione transferases). 

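*BCAT4* (AT3G19710), of the methionine chain elongation cycle, had a signal of 899 ± 300.3 (SD, n = 3 arrays) in *bp er* and 77.5 ± 74.9 (SD, n = 3) in *bp er fil-10*, lower by at least 2.87 on the log2 scale with signals under 100 raised to 100. The glutathione transferase gene *GSTU20* (AT1G78370) had 7575 ± 516 and 4187 ± 1077 (SD, n = 3), a difference of −0.89 (SE 0.20), the glucosyltransferase gene *UGT74C1* (AT2G31790) differed by −1.10 (SE 0.34) and the side-chain gene *AOP3* (AT4G03050) by −0.68 (SE 0.26). With the replicate block all 4 passed limma's test (adjusted p = 0.00966, 0.0226, 0.0124 and 0.0441); without it none did (0.106, 0.124, 0.195 and 0.238). The other gene measured, *GSL-OH* (AT2G25450), had signals under 100 in both genotypes, on 1 array each, and passed neither fit. These are the 5 genes kept and named here of 25 aliphatic GSL biosynthesis genes listed before the data were examined, with the study's tables already known, so the list is not independent of them. Limma called 0 of the 5 as lower (4 when adjusted over the list alone) and 4 with the block. As a set they were lower than other genes by camera with its preset correlation (adjusted p = 1.60e-04 over the lists tested), but not with an estimated correlation (adjusted p = 0.330). Among the probe sets called lower, an excess of these genes was seen with the block (Fisher's exact test, 1-sided, p = 9.94e-07) and not without it, where 1 probe set was called lower. Of the indolic and core GSL genes, 1 was measured and named: *UGT74B1* (AT1G24100) differed by −0.69 (SE 0.26, limma adjusted p = 0.242). The paper reports lower *MYB28* expression too and proposes that its control by FIL may account for the breadth of these changes.

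**Figure D1:**
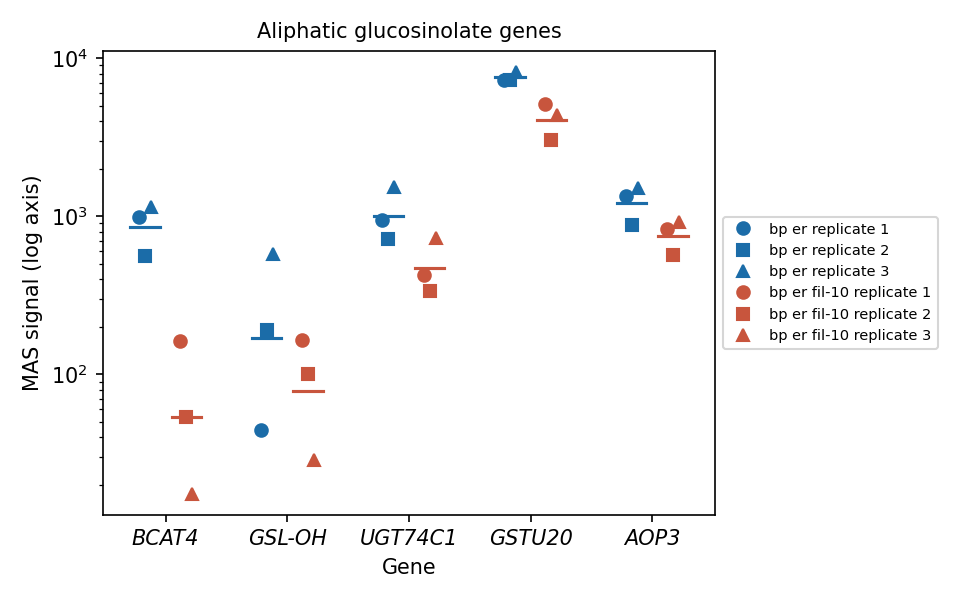
MAS signal on a log axis of the 5 aliphatic GSL genes on each of the 6 arrays, with the marker giving the replicate number and each line the mean of the log2 signals of 3 arrays. The *bp er fil-10* arrays lie below the *bp er* arrays for *BCAT4* and *GSTU20*, and the genotypes overlap for the other 3 genes.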

In a similar vein, several of the transcription factors on the UP list belong to families whose members are known to be physically associated with GSL gene promoters to modulate their expression [67]. Fig 6 shows a schematic of the aliphatic glucosinolate biosynthetic pathway, overlaid with genes whose expression is down regulated in *bp er fil-10*. Glucosinolate biosynthesis is initiated from tryptophan, phenylalanine, methionine or chain-elongated methionine derivatives [68]. The chain elongation cycle involves MAM1, IPMI isozymes, and BCAT4, whose collective function is to extend the amino acid derived substrates. These products feed into the central pathway that utilizes several cytochrome P450 monooxygenases, glutathione addition, and sulfotransferase and oxygenase activities to generate methylsulfinylalkyl glucosinolates. To validate the transcription profiling results we conducted QRT-PCR on several of the targets: *MAM1*, *BCAT4*, *IPMI1*, *CYP83A1*, *SOT17*, *GS-OX1*, *GS-OX3* and *GSTF11* (Fig 6B). QRT-PCR experiments revealed that all of the target genes tested are indeed downregulated in the *fil-10* background, though generally not to the extent reported by the microarray analyses. In addition, the *MYB28* gene, a known activator of aliphatic glucosinolate biosynthesis is also downregulated [69, 70]. Control of *MYB28* by FIL may explain the wide-ranging changes in GSL gene expression.

**Fig 6:**
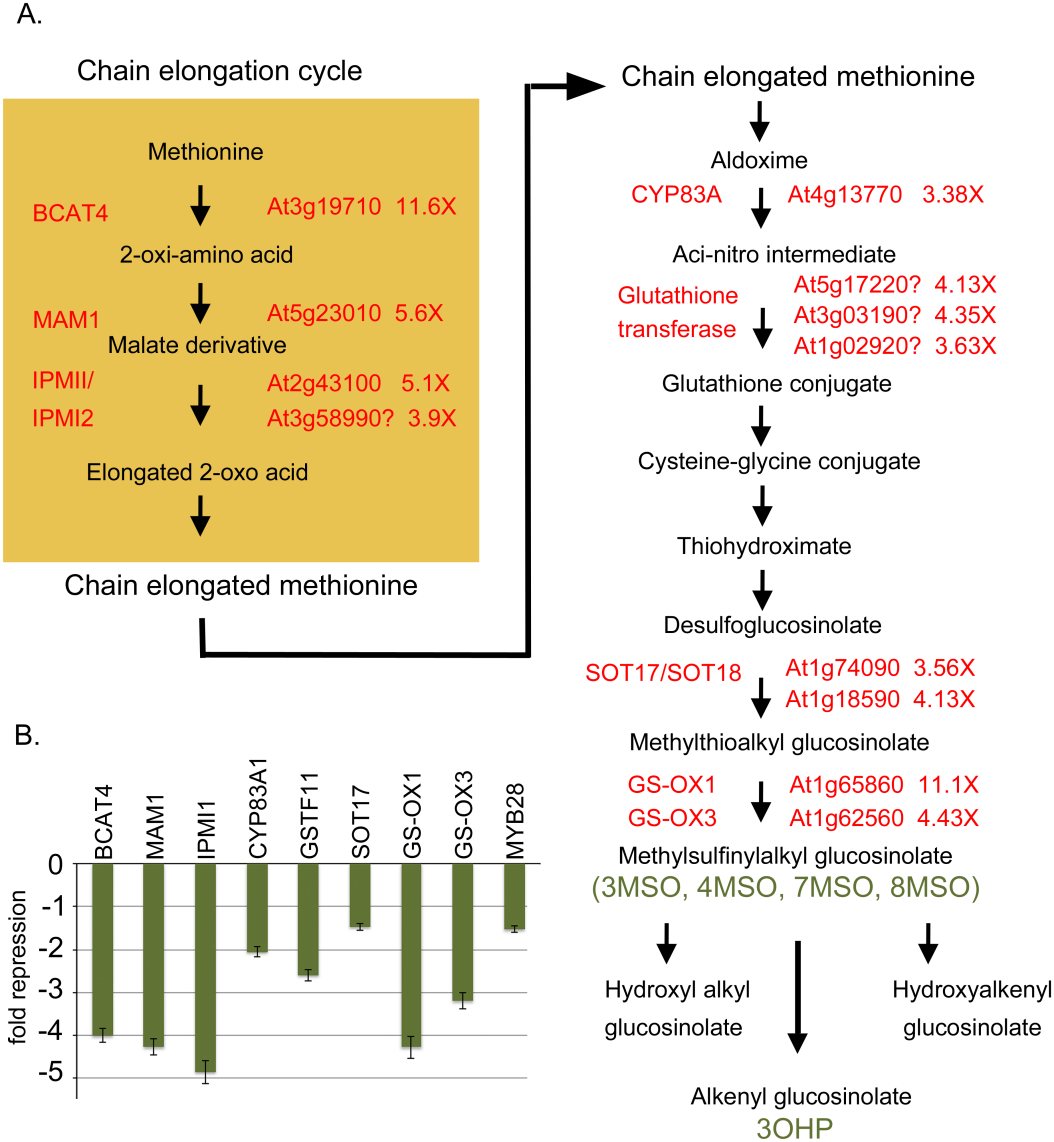
Aliphatic glucosinolate biosynthesis genes are down-regulated by *fil10*. (A) Schematic representation of the aliphatic glucosinolate biosynthetic pathway showing genes involved in various steps. The numbers beside the AGI identifiers indicate the change in expression of these genes in *bp er fil-10* suppressor vs. the parent *bp er* line as gauged by microarray analysis. Question marks indicate uncertainly about the involvement of these genes in the indicated steps. The green text identifies specific glucosinolate metabolites that are products of the enzymatic steps and for which quantitative analysis was performed (see Table 3). (B) QRT-PCR analyses of selected GSL biosynthetic genes, confirming down regulation of these genes in *bp er fil-10* verses the *bp er* parent. The *GSTF11* gene (At3g03190) was selected for analysis as its expression pattern is very similar to that of *FIL* (eFP browser data) and the gene has been implicated in GSL biosynthesis. The relative expression ratio of the *bp er fil-10* mutant is shown and error bars are the standard error of the mean. Pair-wise t-tests on linear transformed ΔCT values revealed that all differences are statistically significant (p<0.034).

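The folds of the study's supplementary tables at 2.5-fold follow the ratio of the mean signals, so that scale is used here. For *BCAT4* the mean signal of the 3 *bp er* arrays was 11.6 times that of the 3 *bp er fil-10* arrays. The *bp er fil-10* arrays ranged from 17.6 to 162, with 2 under 100, and with these raised to 100 the fold was at least 7.33. On the scale of the mean signals, *GSTU20* was 1.81 times, *UGT74C1* 2.14 times and *AOP3* 1.61 times higher in *bp er* (n = 3 arrays per genotype). The other genes of the scheme are unnamed here.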

Downregulation of GSL biosynthetic genes led us to hypothesize that there is an altered glucosinolate metabolite pool in *bp er fil-10* plants. To assess this, we conducted glucosinolate profiling on the single L*er* mutant, the *bp er* double mutant and the *bp er fil-10* suppressor. For many of the metabolites measured, mutations in either *bp* or *fil* led to significant changes in GSL metabolite levels (Table 3 and S2 Fig). The levels of several GSLs, including 3OHP, 4OHB, 4MSO, 7MSO, and 8MSO, were altered in the *fil* mutants in comparison to *bp er* but these were not consistent between *fil-4* and *fil-10* suggesting that, unlike the suppression phenotype, the GSL profiles are allele specific. Interestingly, the level of 3-indolyl methylglucosinolate (I3M) is elevated in both suppressor lines relative to the *bp er* parent, and this phenotype could be linked to the suppression ability of these alleles (S2 Fig). Indolic glucosinolates are derived from tryptophan, which also contributes the indole ring to auxins such as IAA. Given that mutations in several genes encoding enzymes involved in both aliphatic and aromatic GSL synthesis impact auxin metabolism [71–80], we reasoned that auxin levels might be altered in these plants. To investigate this hypothesis, we examined IAA levels in inflorescences from the three genotypes (Fig 7A). L*er* inflorescences contain on average about 3ng/g FW of IAA. The dwarf-like double mutant *bp er* has lower levels of IAA (40% of L*er* level), which may contribute to its diminutive stature. The *bp er fil-10* suppressor line essentially restores IAA levels to that of L*er*, and we postulate that elevated auxin levels are in part responsible for more robust growth of the suppressor line. The enhancement of auxin levels is corroborated by examining independent DR5::GUS transformants of *bp er* and *bp er fil-10*. In the *bp er* background, DR5::GUS signals mimic the wildtype pattern for auxin maxima [81], showing staining foci at leaf tips, hydathodes, young leaf primordial/stipules, root tips, and vascular tissues. In the *bp er fil-10* suppressor background, the qualitative GUS staining pattern is mostly unchanged, but intensity is greater in all cases. This is particularly evident at the shoot apex and within the vascular tissues, and in most transformants, numerous cells within the leaf blade also display staining.

**Table 3:** Glucosinolate metabolites in L*er*, *bp er* and *bp er fil-10*.

Genotype/	3OHP^1^	4OHB	3MSO	4MSO	7MSO	8MSO	I3M	4OHI3M	NMO
L*er*	5.90±0.67	0.165 ± 0.02	0.069 ± 0.013	0.032 ± 0.003	0.113 ± 0.016	1.24 ± 0.18	0.16 ± 0.016	0.014 ± 0.004	0.022 ± 0.005
*bper*	6.0 ± 0.76	0.200 ± 0.04	0.123 ± 0.026	0.030 ± 0.003	0.135 ± 0.021	1.38 ± 0.29	0.08 ± 0.015	0.011 ± 0.004	0.013 ± 0.005
*bperfil*	4.59 ± 0.67	0.11 ± 0.03	0.179 ± 0.078	0.026 ± 0.01	0.106 ± 0.019	0.81 ± 0.10	0.09 ± 0.019	0.006 ± 0.004	0.012 ± 0.003
T-tests^2^									
L*er* vs. *bper*	0.7948348	0.05654988	0.000333266	0.241202909	0.058579013	0.2900458	4.31E-07	0.183791614	0.00650812
*bper* vs *bperfil*	0.0294717	0.00058607	0.100847632	0.406288507	0.029228242	0.0007679	0.0906205	0.097505342	0.787914392

^1^Abbreviations: 3OHP: 3-hydroxypropyl; 4OHB: 4-hydroxybutyl; 3MSO: 3-methysulfinyloctyl; 4MSO: 4-methysulfinyloctyl; 7MSO: 7- methysulfinyloctyl; 8MSO: 8-methysulfinyloctyl; I3M: indol-3-ylmethyl; 4OHI3M: 4-hydroxy-indol-3-ylmethyl; NMO: N-methoxy-indol-3-ylmethylglucosinolate.

^2^Student’s T-test was carried out for the pairwise comparisons of L*er* vs *bp er* and *bp er* vs *bp er fil*. P-values are shown; confidence intervals of p< 0.05 are highlighted

**Fig 7:**
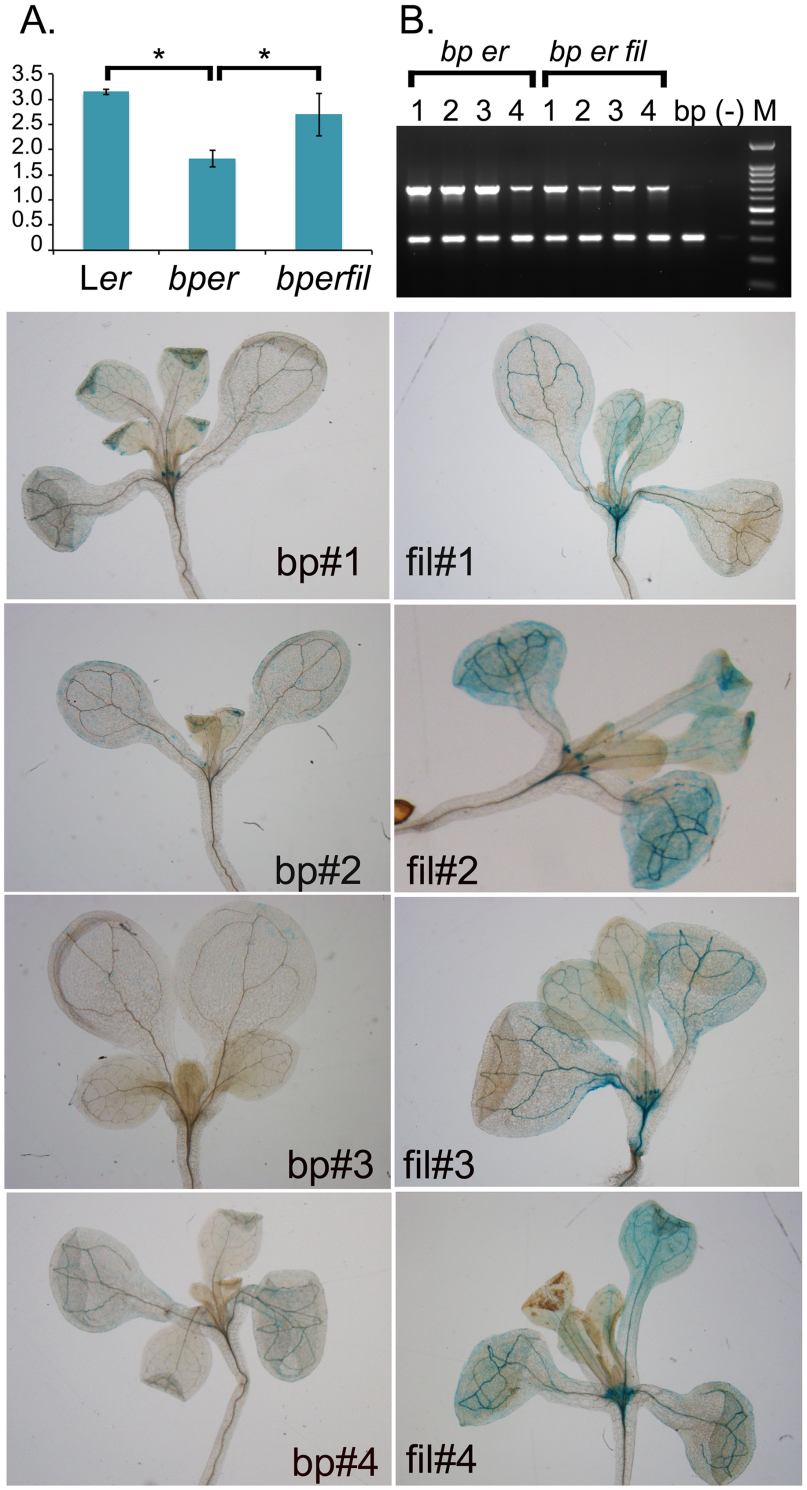
Auxin levels are altered in *bp* and *fil* mutants. (A) Auxin levels in L*er*, *bp er* and *bp er fil-10*. Wildtype *FIL* is required for the *bp er* phenotype and is associated with lower auxin levels. Pairwise T-tests revealed significant differences between L*er* and *bp er* (p < 0.001), and between *bp er* and *bp er fil-10* (p = 0.01). (B) Multiplex PCR on four independent transformants of both *bp er* or *bp er fil-10* harboring the auxin reporter DR5::GUS. The lower band represents a single copy control gene (AMI) while the upper band assesses the presence/level of the DR5::GUS reporter gene. The *bp* lane is a non-transformed control, (-) is no DNA template. Lower left panels: X-gluc stained seedlings of four independent *bp er* transformants. Lower right panels: X-gluc stained seedlings of four independent *bp er fil-10* transformants. In all cases, the *bp er fil-10* suppressor lines exhibited broader and more intense staining than the *bp er* lines, despite the fact that the copy number of the auxin reporter gene was similar or even lower in the *bp er fil-10* lines (panel B).

Despite a wealth of data on GSL biosynthetic mutants that influence auxin levels, the mechanistic connection between GSL biosynthesis and IAA production has not been elucidated. However, an aromatic pathway intermediate, IAOx, can be converted to IAA by reactions involving the intermediates IAN or IAM (reviewed in [82–83]), and in addition, IAA can be produced indirectly through GSL degradation by myrosinases (Fig 8A). To investigate these possibilities we conducted QRT-PCR on genes involved in indolic GSL biosynthesis and IAA biosynthesis. In general, the expression of most of these genes was either downregulated or unchanged, but changes in the expression of several genes are intriguing. First, direct IAA production through TAA and the YUCCA enzymes is likely reduced as *TAA1*, *YUC1*, and *YUC6* were found to be downregulated in *bp er fil-10* (Fig 8B). Importantly, the expression of CYP71A13 and an indole-3-actamide hydrolase (AMI1) are upregulated, which may provide a shunt to partition GSL metabolites into auxin biosynthesis. In addition, elevated expression of nitrilases may also convert IAN to IAA, though in an independent experiment, the nitrilases were found to be downregulated (see S1 Fig). As similar trends were observed for the other genes investigated, it is unclear why the nitrilases displayed this variation. QRT-PCR analysis of these genes in the *bp er fil-4* background revealed higher levels of myrosinase mRNA, which may contribute to shunting indole-3-glucosinolate into the auxin biosynthesis pathway (S2 Fig). In addition, elevated levels of CYP71A13 mRNA may also contribute to conversion of GSL metabolites to IAA. We infer that in inflorescences, both the *fil-4* and *fil-10 suppressors* orchestrate changes in the levels and shuttling of GLS metabolites that influence local auxin concentrations, conditioning changes in gene expression that affect shoot architecture. It is also likely that some of the uncharacterized genes, and/or those encoding enzymatic functions implicated in metabolite interconversions (e.g. cytochrome P450s) may provide a heretofore unrecognized means to alter auxin biology.

**Fig 8:**
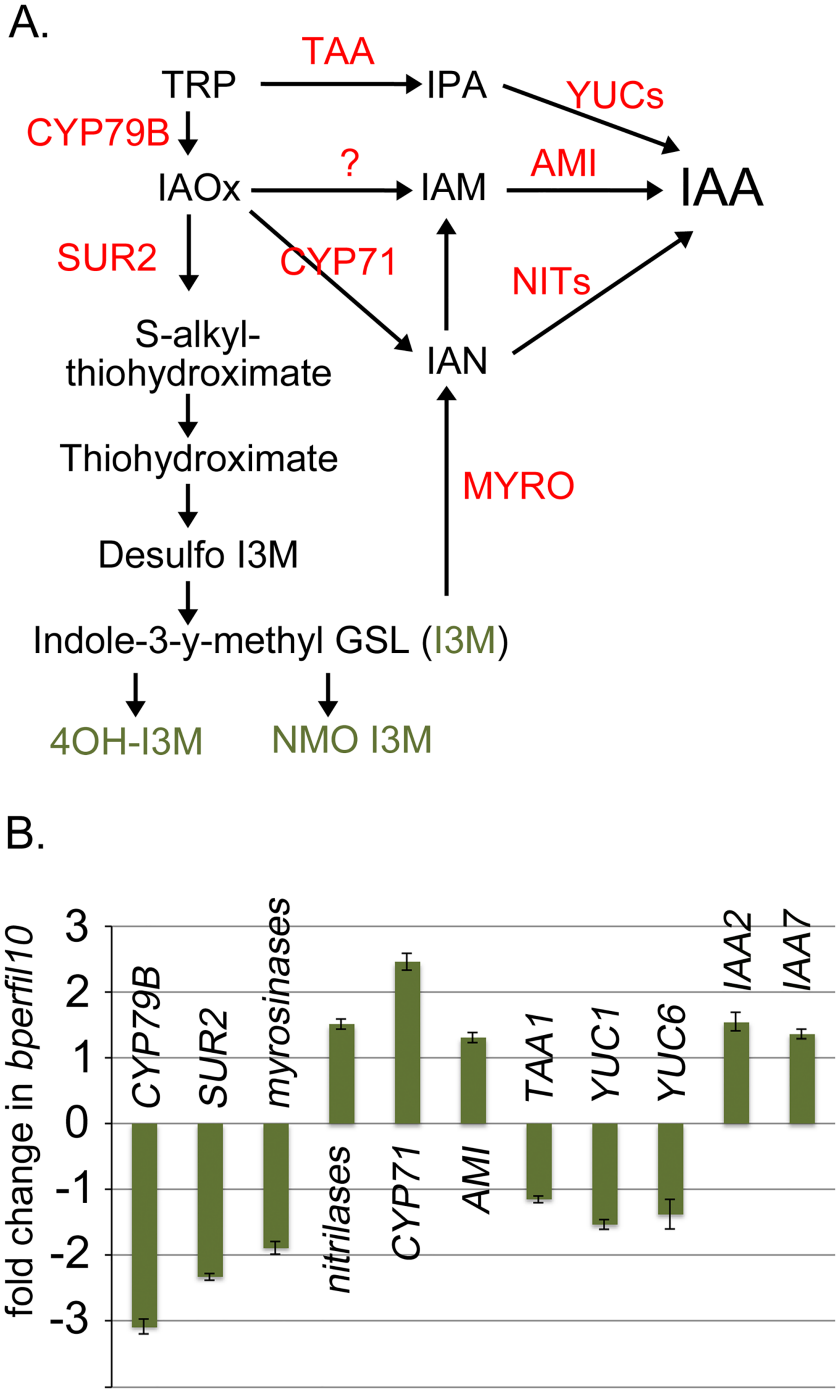
Changes in the expression of indolic glucosinolate and auxin biosynthesis genes in *bp er fil-10*. (A) Inferred and speculative intersections of auxin and glucosinolate biosynthetic pathways. Some pathway steps are embellished with gene designations where empirical data implicate specific associations (red text). The green text identifies specific glucosinolate metabolites that are products of the enzymatic steps and for which quantitative analysis was performed (see Table 3). (B) QRT-PCR data on selected genes implicated in indolic glucosinolate and auxin metabolism. The relative level of transcripts in *bp er fil-10* vs *bp er* is shown. Error bars represent standard error of the mean. Pairwise t-tests on linear transformed ΔCt revealed all differences to be statistically significant (p<0.02) except *YUC1* (p = 0.069) and *YUC6* (p = 0.55).

## Discussion

Distinct plant species elaborate organs in genetically defined patterns, giving rise to the species’ characteristic inflorescence architecture and general plant habit. Mutant screens have identified a large number of genes that influence aspects of meristem specification and maintenance, boundary formation, phyllotaxy, organ identity, and hormone synthesis, transport and perception (reviewed in [84]). Class 1 *KNOX* genes play integral roles in many of these processes, and their expression is subject to activation or repression, spatially and/or temporally, by several well-characterized factors and auxin [3]. In general, the KNOX1 proteins condition a replication competent state and prevent differentiation in the meristem, and their expression is downregulated as cells are recruited into lateral organ primorida, yet other studies have revealed that reactivation of *KNOX* genes occurs in leaves of compound leaf species [23]. One class of negative regulators is the *YABBY* family of transcriptional repressors, which play roles in SAM activity, floral development, leaf lamina growth control, promotion of abaxial cell fate, and inflorescence phyllotaxy [34–36, 42].

Our studies reveal that mutant alleles of the *YABBY* family member *FILAMENTOUS FLOWER* suppress many of the developmental aberrations conditioned by the class 1 *KNOX* gene *brevipedicellus*. Previous studies have implicated FIL in downregulating *KNOX* genes in lateral organ primordia, and in higher order *fil/yab* mutants, ectopic meristem formation in leaves may be due to KNOX gene derepression [32]. It is thus possible that *fil-10* mediated suppression of *bp er* phenotypes might be related to changes in the expression of other *KNOX* genes. In this regard, while our microarray data indicated that *KNAT2* is upregulated by nearly 3 fold, QRT-PCR experiments revealed that the magnitude of this change is only 1.4 fold (S3 Fig). Moreover, the expression of *KNAT6* and *STM*, known modulators of meristematic activity, are unchanged [85–88]. It therefore seems unlikely that *KNOX* gene reactivation plays a prominent role in rescuing the *bp er* phenotype. 

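Among genes higher in *bp er fil-10*, *AT5G57785* had a signal of 510.0 ± 106 (SD, n = 3 arrays) in *bp er* and 1160.4 ± 118 (SD, n = 3) in *bp er fil-10*, a log2 difference of 1.201 (SE 0.19). The esterase gene *AT4G10950* differed by 1.25 (SE 0.21), *AT5G37130* by 1.15 (SE 0.20) and *AT1G67910* by 1.16 (SE 0.29). Their adjusted p from limma was 0.0945, 0.106, 0.106 and 0.142, and 0.0171, 0.0170, 0.0225 and 0.0296 with the replicate block. Over all 14456 probe sets kept, limma called 0 higher and 1 lower at an adjusted p under 0.05, and 1414 and 1021 at an unadjusted p under 0.05. With the replicate block it called 232 higher and 308 lower. Of these 540, 247 stand for 1 gene named here, and 102 of the 247 are in the study's lists; the others were not matched to them. Past 2.5-fold from the log2 means, with no test, lay 121 probe sets higher and 101 lower, of which 32 and 62 passed with the block. The blocked counts depend on which pairs enter: on the arrays of replicates 1 and 2 alone the block gave 733 higher and 820 lower, without replicate 1 34 and 61, and without replicate 2 85 and 114, settings chosen after the data were seen.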

In all likelihood, the large number of genes that are affected by the *fil-10* mutation, which includes more than twelve transcription factors, specify a complex network affecting numerous cellular processes that will be difficult to dissect. Two of these genes encode proteins with sequence similarity to the PLETHORA family that regulates inflorescence phyllotaxy by modulating local PIN1 activity [89], and our analyses of auxin in the *bp er* and the *fil-10* suppressor lines, together with the phenotypic alterations they display, are consistent with localized changes to growth regulating molecules.

### FIL acts non-cell autonomously to modulate development

FIL contributes to several aspects of inflorescence architecture. In vegetative development, *FIL* is expressed in young leaf primordia, along the abaxial sides of leaves, and in the peripheral zone of the SAM [34–36]. During early floral development, *FIL* expression is confined to cryptic bracts/sepals and later is found on abaxial sides of floral organs [35, 39]. Finally, during fruit development *FIL* is expressed in valve and presumptive valve margin cells where it contributes to the activation of genes required for valve margin development [35, 90]. In both developing leaves and fruit, FIL influences tissue identity in part by repressing *KNOX* genes, but apparently does so in a non-cell autonomous fashion. In leaf primordia, interruption of peripheral *YAB1 (FIL or FIL/YAB3*) expression alters meristem central zone activity to produce phyllotaxy defects, and in situ hybridization and reporter gene activities indicate that *FIL* is not expressed in the affected domains [39]. A suppressor screen identified LATERAL SUPPRESSOR (LAS) as a transducer of this mobile signal. Our introgression of the *las-11* mutation into the *bp er* background resulted in architectural changes to plants that generally mimic the *bp er fil* phenotypes. Together with the in situ hybridization and FILpro::FIL::GFP reporter expression patterns (Fig 4), this observation indicates that the non-cell autonomous signalling that operates between PZ/CZ in leaf development is also employed to regulate pedicel and internode elongation and patterning. Finally, this regulatory module likely is key to repressing *BP* in the replum during fruit development. In *fil* and *fil/yab3* mutant backgrounds, *BP* expression is enhanced in replum tissues, which are larger and differentiate stomata [91], a phenotype that is similar to stripe suppression and stomatal differentiation in *bp er fil-10* pedicels (Fig 1). In fruits, the non overlapping expression patterns of medial (BP) and lateral (FIL) factors support the contention that FIL signals non autonomously from the adjacent lateral tissue to the medial (replum) tissue to influence replum morphogenesis [91]. Whether LAS is involved in this context is unknown, but it is clear that FIL employs one or more mobile signals to dictate multiple aspects of plant development in Arabidopsis.

### Changes in auxin and glucosinolate profiles modulates meristem activity

*BP* expression is linked to auxin metabolism, as exemplified by its ectopic expression in leaves of *axr1* and *pin1* mutants, and in leaves of plants treated with auxin transport inhibitors [92]. Such studies implicate auxin as a negative regulator of some *KNOX1* genes, possibly acting through ARF6/ARF8 [93]. Conversely, chromatin immunoprecipitation of maize *KNOTTED1* target loci, coupled with RNAseq, revealed that genes involved in auxin biosynthesis, transport and signaling are upregulated in dominant *Kn1-N* mutants [94]. Although we have not performed similar studies on *bp* mutant plants, we found a reciprocal relationship in which loss of *KNOX1* (*bp*) function is correlated with reduced IAA levels in inflorescences (Figs 7 and 8). This in turn is associated with reductions in internode and pedicel elongation, and other developmental/tissue identity phenotypes. These data are consistent with the existence of a negative regulatory loop by which *KNOX1* genes could attenuate their own expression by enhancing auxin biosynthesis, transport and/or signaling.

Auxin is implicated in many facets of plant development and in responses to external stimuli. We propose that changes in auxin levels underpin the growth habit differences between *bp er* and the *bp er fil* suppressor lines. There are numerous literature reports that support this contention. For example, in *arf6/arf8* auxin response mutants of both Arabidopsis and tomato, internode and/or floral organ elongation is compromised [93,95]. Second, in *crm/big/tir3* mutants that exhibit shortened internodes and pedicels, the basis of this defect is linked to aberrant polar auxin transport [96–99]. Indeed DR5 reporter signals in *crm1-1 and big-j588* mutants is very much attenuated relative to wildtype [98, 100], suggesting lower auxin levels in this background, and *pCYCB1;1*::*CYCB1;1-GUS* signals were also reduced [99], implying that one role of CRM/BIG/TIR3 is to promote cell division. These authors also conducted morphometric analyses of well characterized auxin signaling mutants, *axr1-12*, *arf1-3 arf2-6*, and *nph4-1 arf19-1*, and showed that in all cases, shorter pedicels and internodes are due to defects in both cell size and cell number [99]. We previously reported that *bp* conditions similar cellular and tissue defects versus the L*er* parent line [15], and herein we demonstrate that auxin levels in seedlings and/or inflorescences are significantly lower in *bp er* than in either L*er* or *bp er fil-10*. Taken together, the data support the hypothesis that lower auxin levels are related to the stunted growth of *bp er* plants and that the molecular mechanisms that restore auxin levels serve to promote more robust growth in *bp er fil-10* plants.

A remaining question is how might *fil-10* influence auxin levels? The microarray data revealed no substantial changes in known auxin biosynthetic genes and QRT-PCR experiments indicate that the auxin-related genes tested (TAA, YUC1, YUC6, which in wildtype are most highly expressed at the shoot apex and/or in young floral buds [101]) are significantly downregulated. 

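*YUC2* (AT4G13260) had a signal of 121 ± 12.9 (SD, n = 3 arrays) in *bp er* and 174 ± 46.3 (SD, n = 3) in *bp er fil-10*, a log2 difference of 0.49 (SE 0.29) that did not pass limma's test (adjusted p = 0.414). *YUC6* (AT5G25620) had 52.9 ± 10.4 and 70.7 ± 27.8 (SD, n = 3 per genotype, *bp er* first), below the minimum signal for testing, and its arrays overlapped. These were the auxin biosynthesis genes measured and named here, so most of the pathway was not analysed here. Of the auxin response genes listed before the data were examined, 3 of 26 were kept and named: *GH3.5* (AT4G27260) differed by 0.64 (SE 0.36), *HAT2* (AT5G47370) by 0.61 (SE 0.38) and *GH3.3* (AT2G23170) by 0.39 (SE 0.29), each higher in *bp er fil-10* within all 3 replicate numbers. None passed limma's test (adjusted p = 0.397, 0.441 and 0.514, and 0.0687, 0.0896 and 0.187 with the replicate block), and 0 and 3 passed when adjusted over the list alone. As a set they passed camera with the block (adjusted p = 0.0156; 0.417 with an estimated correlation) and not without it (adjusted p = 0.239), with 0.00234 to 0.649 over all alternatives. At the median these genes also had lower signals on the replicate 3 arrays of both genotypes, and their differences were smallest there: 0.93, 0.70, 0.29 for *GH3.5* within replicates 1, 2 and 3.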

Although other pathways exist to synthesize IAA [82,83] the microarray data implicated downregulation of MYB28 and altered regulation of a number of glucosinolate metabolism genes as potentially creating a metabolic shunt from GSL pathways into those that produce IAA. MYB28 is part of a group of R2R3 MYB genes that activates aliphatic GSL biosynthetic genes [68–70, 102]. Loss and gain-of-function studies of MYB28 reveal that perturbing GLS can give rise to developmental defects and uncovers a reciprocal relationship between aliphatic glucosinolates and indolic glucosinolates (particularly I3M; [68–70]. Interestingly, mutant analysis of other GSL biosynthetic genes also reveals crosstalk between the aliphatic and indolic pathways [66, 75, 103, 104], but the intersections of these two pathways are not entirely clear. It is possible that the enzymes involved could utilize both aliphatic and indolic substrates, but the enzymology data is sparse (e.g. there is a 50 fold higher affinity for IAoX by CYP83B, vs CYP83A, [72]). Thus, while pathway intermediates have been determined by feeding experiments, the flux of metabolites is not linear and in all likelihood there are multiple points where shunts and feedback steps exist.

Although MYB28 is downregulated in *fil-10*, the GSL biosynthetic genes that are affected are only a subset (three of ten affected genes) of those known to be altered by 35S::MYB28 overexpression [70]. It is therefore likely that the influence of FIL on other genes is a major contributing factor to the elevated IAA levels we observe. In the *fil-10* suppressor, up-regulation of both *CYP71A13* [105] and *AMI* [106] could provide a means to channel IAoX to IAA, and in the *fil-4* suppressor, CYP71A13, AMI, and myrosinase activity could contribute to this shunt. Feeding experiments with radiolabelled TRP showed that labeled IAN enrichment is lower than that of labeled IAA, implying that IAN is not a direct product of IAoX [107, 108], and therefore there are likely to be other yet-to-be-defined reactions by which IAA is synthesized. In this regard, our microarray data reveal altered regulation of numerous genes encoding proteins of unknown function, including at least six cytochrome P450s. 

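*CYP71B23* (AT3G26210), which the study lists as up-regulated, had a signal of 22.5 ± 27.1 (SD, n = 3 arrays) in *bp er* and 107 ± 59.6 (SD, n = 3) in *bp er fil-10*. The *bp er fil-10* arrays lay between 56.0 and 172, all above the *bp er* arrays. The gene reached the minimum signal of 100 on 1 array and was not tested. It was the only one named here of the cytochrome P450 genes in the study's lists, which hold 5 among the up-regulated and 13 among the down-regulated genes at 1.9-fold; the others are unnamed here.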

Functional analysis of these genes may further refine our knowledge of auxin metabolism.

Lastly, FIL physically interacts with the LEUNIG/SEUSS co-repressor complex [40, 109], which also has been shown to interact with other regulators of floral development and inflorescence architecture (e.g. AP1 and SEP3; [110]). Mutations in *SEUSS* (seu) and the *SEUSS-LIKE* (slk) genes condition auxin resistant growth phenotypes and exhibit reduced sensitivity to auxin [63, 111, 112]. Conversely, in gynoecia, *lug* and *seu* mutants exhibit increased sensitivity to inhibitors of polar auxin transport [113], and in *Antirrhinum*, mutations in the *LUG* homolog *STYLOSA* are associated with altered vascular development in leaves, hypersensitivity towards auxin and polar auxin transport inhibitors, and reduced polar auxin transport [109]. The *lug-1* mutant conditions a suppressed *bp er* phenotype that is similar to that of the *fil-10* suppressor (Figs 1B and 6A), suggesting that the two proteins may act cooperatively to coordinate inflorescence architecture through their influences on auxin biosynthesis, transport and perception.

### Glucosinolate metabolites can influence development and physiological processes

Our previous studies led us to postulate that BP acts to countermand the action of a vascular-borne growth repressor, but the nature of this signalling molecule has been elusive. Our observations that both *bp* and *fil* mutants alter glucosinolate profiles led us to consider the possibility that this repressor is linked to GSL metabolism. Evidence for this hypothesis is circumstantial but multifaceted. First, many genes involved in glucosinolate metabolism are predominantly expressed in vascular tissues and glucosinolates are known to be transported via the vasculature [114–116]. Second, indole-3-carbinol (I3C), a GSL breakdown product, has been shown to be an auxin antagonist, inhibiting auxin signalling and inducing growth arrest by interacting with the TIR1 auxin receptor [117, 118]. Third, although some molecules such as I3C are induced by herbivory, other GSL by-products are produced in unchallenged plants [119], and some are known to have growth inhibitory effects. Raphanusanin, generated from some GSL molecules by myrosinase action, is known to underpin blue light induced phototropism by inhibiting growth on the illuminated side of radish seedlings [120, 121], and exogenous application of raphanusanin in pea seedlings inhibits hypocotyl elongation and releases lateral buds from apical dominance [120, 122]. Our array analyses show that some hypothetical myrosinases are differentially expressed and could contribute to the generation of such inhibitory molecules. These genes represent intriguing targets for future functional genomics studies. 

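Myrosinases belong to the beta-glucosidases, of which 3 in the study's lists were measured and named here. *BGLU33* (AT2G32860) had a signal of 799 ± 96.4 (SD, n = 3 arrays) in *bp er* and 371 ± 109 (SD, n = 3) in *bp er fil-10*, a log2 difference of −1.15 (SE 0.24), with no overlap between the genotypes. It passed limma's test with the replicate block (adjusted p = 0.0164) and not without it (0.124). *BGLU45* (AT1G61810) had 139 ± 31.8 and 289 ± 119.8 (SD, n = 3 per genotype) and *BGLU46* (AT1G61820) had 78.9 ± 58.2 and 167 ± 66.0; both were higher on average in *bp er fil-10*, with log2 differences of 0.98 (SE 0.37) and, with signals under 100 raised to 100, at least 0.51, and passed neither fit (adjusted p = 0.238 and 0.325, and 0.0681 and 0.194 with the block). Whether any of these beta-glucosidases acts as a myrosinase was not tested. The gene of JAL23, given above, is in the study's class of myrosinases and jacalin lectins and encodes a lectin. No gene of the list for GSL breakdown was both measured and named here.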

Fourth, it is clear that glucosinolate metabolite levels can influence gene expression [123], as well as physiological processes such as flowering time [124–126]. Lastly, in seedlings treated with individually purified GLS molecules, changes in the transcriptome and developmental aberrations were observed (Kliebenstein lab, unpublished results). Collectively, these observations point to glucosinolate metabolites as contributors involved in fine tuning growth and development in addition to their well-established roles in orchestrating responses to biotic and abiotic stimuli.

## Supporting information

S1 Fig QRT-PCR analysis of GSL and auxin related genes in *bp er fil-10*. RNA from inflorescences of *bp er* and *bp er fil-10* was isolated and subjected to QRT-PCR. The fold change in *bp er fil-10* is shown. This is an independent experiment relative to the data presented in Figs 6 and 8.
(TIF)

S2 Fig Characterization of *bp er fil-4*. (A.) Inflorescence stem exhibiting a reduced floral cluster, consisting of type B flowerless pedicels (arrows). (B.) *bp er fil-4* inflorescence revealing the conversion of floral organs to filamentous structures. (C.) PCR analysis of RNA splicing. gDNA represents genomic Ler DNA, (-) is no DNA template reaction, and *bp er*, *bp er fil-4*, and *bp er fil-10* are cDNAs amplified from the relevant genotypes. DNA sequencing revealed that the *fil-4* mutation is due to a G to A base change at the exon 6 splice donor sequence. Note the congruence of the *bper* and *bperfil10* bands (337bp amplicon indicative of proper splicing of exon 5), and the larger 756bp amplicon in *bp er fil-4*, due to missplicing and the inclusion of intron 5 in the final mRNA. (D.) QRT-PCR analysis of glucosinolate metabolism genes. The expression pattern of these genes in the *fil-4* suppressor is different from that of the *fil-10* suppressor (see Figs 6 and 8), and the magnitude of the differences vs. the *bp er* parent line is much reduced. Elevated expression of myrosinases and CYP71A13 (CYP71) may provide avenues to shunt glucosinolate intermediates to IAA biosynthesis. (E-G.) Glucosinolate profiling of L*er*, *bp er*, *bp er fil-4* and *bp er fil-10*. Graphs showing comparisons where Student’s T-tests reveal statistical significance are shown. (H.) T-test values for all pair-wise comparisons. Those with p-values of less than 0.05 are highlighted in grey. Note that I3M, which can be converted to IAA via myrosinase/nitrilase activities, is elevated (see Fig 8 for pathway).
(TIF)

S3 Fig Expression of *STM*, *KNAT2* and *KNAT6* is unchanged in *bp er fil-10*. QRT-PCR of *bp er* and *bp er fil-10* inflorescence RNA reveals no significant changes in the expression of these *KNOX* genes in the two genotypes.
(TIF)

S1 Table List of primer sequences and information.

S2 Table Genes up-regulated in *bp er fil-10*.

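Among its genes at 2.5-fold, *AT4G04630*, of unknown function, had a signal of 52.7 ± 75.3 (SD, n = 3 arrays) in *bp er* and 205 ± 77.8 (SD, n = 3) in *bp er fil-10*, with overlapping arrays (limma adjusted p = 0.220). *AT4G27450*, annotated as auxin-responsive, had 919 ± 438 and 2735 ± 1407 (SD, n = 3), a fold of 2.98 from the mean signals (limma adjusted p = 0.205, and 0.00827 with the replicate block). The table gives a fold per gene. For the 19 genes matched at 2.5-fold the paper's fold was 1.02 times the ratio of the mean signals at the median, from 1.02 to 1.03 times, so the folds follow the ratio of the mean signals with a nearly constant factor. Against folds from the log2 means it was 0.469 to 1.13 times. Of the 406 entries at 1.9-fold, 114 had a named probe set that was kept, all higher on average in *bp er fil-10*. The genotypes did not overlap in 75 of them, against 5% of probe sets by chance in 1 direction and 14.2% of all probe sets kept. For those with all *bp er* signals under 100, such as *AT5G32460*, the minimum signal fixed this. Limma called 0 of the 114 (75 at an unadjusted p under 0.05), 61 when adjusted over the list alone and 40 with the replicate block; the list was chosen on these arrays and is not independent evidence.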

S3 Table Genes down-regulated in *bp er fil-10*.

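Among its genes at 2.5-fold, *AT2G30810*, annotated as gibberellin-regulated, had a signal of 248 ± 106 (SD, n = 3 arrays) in *bp er* and 18.6 ± 18.7 (SD, n = 3) in *bp er fil-10* (limma adjusted p = 0.124, and 0.0424 with the replicate block). The defensin-like gene *AT3G24510* had 728 ± 318 and 118 ± 62.1 (SD, n = 3; limma adjusted p = 0.106, and 0.00593 with the block). With signals under 100 raised to 100, their folds were at least 2.29 and 5.28. The folds of this table are given without a sign. At the median of the 26 genes matched at 2.5-fold, the paper's fold was 0.971 times the ratio of the mean signals of *bp er* over *bp er fil-10* (0.968 to 0.976 times), and 0.250 to 1.06 times the fold from the log2 means. Of the 337 entries at 1.9-fold, 96 had a named probe set that was kept, all lower on average in *bp er fil-10*. The genotypes did not overlap in 70 of them, against 5% of probe sets by chance in 1 direction and 9.13% of all probe sets kept. For those with all *bp er fil-10* signals under 100, such as *AT2G30810*, the minimum signal fixed this. Limma called 1 of the 96 (81 at an unadjusted p under 0.05), 79 when adjusted over the list alone and 61 with the replicate block; the list was chosen on these arrays and is not independent evidence.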

How the deposited data were processed for this re-analysis (not part of the article)

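Inflorescences of 5-week-old *bp er* and *bp er fil-10* plants, with buds no later than stage 13, were the source of RNA for 6 Affymetrix ATH1 arrays, 3 per genotype. The authors extracted a MAS signal intensity for each probe set with GCOS and scaled each array linearly to a target of 500; no software version is given. The deposited signal is on a linear scale, is not log-transformed, and comes without the detection calls that the study used. On each array the mean signal, with 2% trimmed at each end, was 500.0. There were 22810 probe sets, of which 64 are Affymetrix controls and were left out of the tests.

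The deposited signal was converted to log2 after 1 signal of 0 was raised to 0.1, and a probe set was kept when its signal was at least 100 on at least 3 of the 6 arrays, whichever they were; 14456 were kept. The genotypes were compared with limma 3.58.1 (lmFit and eBayes with an intensity trend, R 4.3.3), 2-sided, with Benjamini-Hochberg adjustment over the probe sets kept, and called at an adjusted p under 0.05. The log2 difference is the mean of *bp er fil-10* minus that of *bp er*, with limma's standard error. Where the genotype with the lower mean had signals under 100 and raising them to 100 moved the difference by more than 0.1, the text gives the difference with these signals raised, as at least that large, taking the smaller of the difference of the log2 means and the log2 ratio of the mean signals; this rule was set after the data were seen. Such a difference is a minimum only as to the raised signals, not as to the spread between arrays. Fold counts at 2.5 and 1.9 used the difference of the genotype means of the log2 signal, with no test. On simulated arrays with 200 of 14456 probe sets changed, the fit without a block recovered 53.7% of those changed by 1 on the log2 scale and 80.6% of those changed by 2 where the arrays were independent, and 37.3% and 83.6% where they were paired. The fit with the block recovered fewer in both, 10.4% and 64.2% on independent arrays and 25.4% and 58.2% on paired ones. The simulated noise was drawn independently for each probe set. On the real arrays the order was the reverse, with 1 probe set called without the block and 540 with it. The simulated shares are therefore not the power of this comparison. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 made the tables.

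Arrays of both genotypes carry replicate numbers 1 to 3. The deviations of same-numbered arrays from the mean of their genotype correlated at 0.103, 0.221 and 0.380 over the probe sets kept, each over the 0.1 above which the numbers were taken to pair the arrays. The basis is narrow. The first pair falls to 0.0988 after quantile normalization and to 0.0122 over all probe sets. The *bp er* replicate 1 array correlates more with *bp er fil-10* replicate 2 (0.183) than with its own number. The *bp er* replicate 2 array likewise correlates slightly more with *bp er fil-10* replicate 1 (0.225) than with its own number, so the pairing rests mainly on replicate 3. The rule was fixed beforehand, but its correlations and the blocked counts came from the same run. The fit with the replicate number as a block is given beside the other wherever it changes a call.

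Genes were named from the annotation of the probe sets and the TAIR10.1 gene table, which list 14016 of the probe sets, 13513 of them with 1 gene. A probe set outside it is unnamed here, not without a gene. Of 48 genes that the study names, 5 had a named probe set, and of the 439 genes in the lists fixed here, 68 had; the other genes were not analysed here. No gene was named from a probe set shared by several genes. Genes in the text were chosen by a rule fixed before the data were examined: the 10 largest called changes in each direction without overlap between genotypes, every gene that the study names, the transcription factors, proteolysis, cytochrome P450, glucosidase and jacalin genes of its lists, and up to 4 members of each gene list with the smallest p. The first part gave 1 gene; applying it also to the blocked fit, and naming *GSL-OH*, were choices made after the data were seen. The values of the study's tables had been seen before the rule was written.

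Of 29 gene lists written before the data were examined, 19 had a member kept and named, and 8 had at least 3 and were tested with camera (correlation preset at 0.01, and estimated) and fry in limma: aliphatic glucosinolate biosynthesis, auxin response, cell wall expansion, circadian clock, late stamen with petal and nectary maturation, sugar starvation, tapetum with pollen wall, and YABBY with organ polarity. The minimum of 3 members was set after the names were known. Adjustment was over the 8 lists. Fisher's exact test, 1-sided, asked for an excess of aliphatic glucosinolate genes among the probe sets called lower. The lists of aliphatic glucosinolate, sugar starvation, clock and late stamen genes hold genes of the study's tables and are not independent of them.

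Alternatives fixed before the data were examined were no filter, a minimum signal of 200, quantile normalization, median centring, log2 of the signal plus 32, leaving out shared probe sets, no intensity trend, the replicate block, each array left out in turn, ratios of arithmetic means, non-overlapping probe sets only and called probe sets only. Blocks combined with other choices, and subsets of the pairs, were added after the data were seen. RT-qPCR, metabolite and auxin measurements of the study have no values here and were not analysed here.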

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

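The test of RNA degradation below was chosen after the result was seen.

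*AT5G47350* and *AT1G56100* are in neither list of the study, at 2.5-fold or at 1.9-fold, and their mean signal was lower in *bp er fil-10*. *AT5G47350* had a signal of 2721 ± 1265 (SD, n = 3 arrays) in *bp er* and 337 ± 423 (SD, n = 3) in *bp er fil-10*, a log2 difference of −3.72 (SE 0.81). *AT1G56100* had 2219 ± 1379 and 271 ± 297 (SD, n = 3), a log2 difference of −3.41 (SE 0.81). With signals under 100 raised to 100 they were lower by at least 2.98 and 2.97 (2.54 to 4.56 and 2.47 to 3.99 with 1 array left out). In both every *bp er fil-10* array lay below every *bp er* array, against 5% of probe sets by chance in this direction and 9.13% of all probe sets kept. They were picked among probe sets without overlap that passed with the replicate block, so neither trait is independent evidence. Neither passed limma's test (adjusted p = 0.124 and 0.136) and both did with the replicate block (0.00966 and 0.00827); over all alternatives the adjusted p ranged from 4.62e-07 to 0.368 and from 4.47e-06 to 0.369.

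The Affymetrix control probe set for 25S rRNA, which the paper does not report on, had a signal of 4419 ± 535 (SD, n = 3 arrays) in *bp er* and 9977 ± 2936 (SD, n = 3) in *bp er fil-10*, a log2 difference of 1.14 (SE 0.26), with every *bp er fil-10* array above every *bp er* array (exact permutation test, 2-sided, p = 0.100, the smallest that 3 arrays against 3 allow). More degraded RNA in the *bp er fil-10* samples would raise the signal at the 3' end of transcripts over that at the 5' end. The log2 ratio of 3' to 5' signal differed between the genotypes by −0.11 for actin, 0.17 for GAPDH and 0.01 for ubiquitin, each within its SD between arrays (0.24, 0.25 and 0.32). The median difference of 0.011 neither shows degradation nor excludes a small one, so it stays open. No biological explanation was tested.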

How the results depend on the processing

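Settings that join the replicate block with another choice or with a subset of the pairs, and replicates 1 and 2 only, were chosen after the data were seen. JAL23 kept its direction and its call under all 20 alternatives, with an adjusted p of 1.40e-07 to 0.0424. For the values below that changed, the cause was not tested.

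Without a block limma called 0 probe sets higher (1414 at an unadjusted p under 0.05) and 1 lower. It called 1 and 14 with median centring, 7 lower with a minimum signal of 200, 6 lower with log2(signal + 32) and 7 lower without shared probe sets, where fewer probe sets were tested. The higher and lower counts were 232 and 308 with the replicate block; 211 and 321 with the block with quantile normalization; 259 and 333 with the block with log2(signal + 32); 690 and 696 with replicates 1 and 2 only; 34 and 61 with the block on the pairs other than pair 1; 85 and 114 with the block on the pairs other than pair 2; 733 and 820 with the block on the pairs other than pair 3. Leave-one-out counts ran from 0 to 41 higher and 1 to 82 lower; where an arm kept 2 arrays, limma pooled the spread. The highest came without *bp er fil-10* replicate 3 (41 and 82); without *bp er* replicate 3 the counts were 2 and 8, without *bp er fil-10* replicate 1 0 and 2 and without *bp er fil-10* replicate 2 0 and 7. Of the 540 probe sets called with the block, 438 kept the call after quantile normalization.

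Past 2.5-fold higher and lower, and 1.9-fold higher and lower, the counts were 121, 101, 357, 279. They were 770, 1169, 1582, 2122 with no filter, 45, 57, 159, 186 with a minimum signal of 200, 40, 63, 165, 187 with log2(signal + 32), 106, 173, 351, 476 with replicates 1 and 2 only, 62, 80, 238, 237 with the ratio of arithmetic means, 58, 77, 168, 193 with only probe sets without overlap and 0, 1, 0, 1 with only called probe sets. Of all probe sets kept, whatever their fold, 14.2% were higher and 9.13% lower without overlap, against 5% by chance in each direction. Leave-one-out counts ran from 64 to 279, 102 to 176, 205 to 653 and 254 to 475; at least 1 of them moved by over 1.5 times without *bp er* replicates 2 (279, 128, 653, 342) and 3 (64, 119, 205, 321) and without *bp er fil-10* replicate 3 (223, 176, 604, 475), and at 2.5-fold higher without *bp er* replicate 1 (205).

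Genes of the study's lists called, up and down, were 11 and 23 with the replicate block; 11 and 26 with the block with quantile normalization; 13 and 26 with the block with log2(signal + 32); 13 and 25 with replicates 1 and 2 only; 6 and 14 with the block on the pairs other than pair 1; 9 and 19 with the block on the pairs other than pair 2; 14 and 26 with the block on the pairs other than pair 3, against 0 (16 at an unadjusted p under 0.05) and 1. Of the down list limma called 4 with a minimum signal of 200, 7 with median centring, 3 with log2(signal + 32) and 4 without shared probe sets. Leave-one-out counts ran from 0 to 3 and 1 to 12, highest without *bp er fil-10* replicate 3. The exact p for aliphatic glucosinolate genes among the lower probe sets was 1, and 9.94e-07 with the replicate block; 1.17e-06 with the block with quantile normalization; 1.36e-06 with the block with log2(signal + 32); 0.00103 with replicates 1 and 2 only; 1.74e-04 with the block on the pairs other than pair 1; 6.07e-04 with the block on the pairs other than pair 2; 4.91e-05 with the block on the pairs other than pair 3; leave-one-out values ran from 0.0280, without *bp er fil-10* replicate 3, to 1.

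Of 8 lists, 3 passed camera, 5 with replicates 1 and 2 only and 5 with the block on the pairs other than pair 3. Both settings added auxin response (adjusted p by camera = 0.0159 and 0.00234) and clock (0.00439 and 0.00176). With an estimated correlation 0 passed and with fry 0, where at an unadjusted p under 0.05 limma gave 1 and 2. Over 22 alternatives, aliphatic glucosinolate and late stamen genes each passed in 20. Sugar starvation passed in 18, so it also failed under settings other than the estimated correlation and fry. Auxin response passed in 7, among them the replicate block, and clock in 2. Lists that changed direction, without passing where they did: cell wall expansion (adjusted p = 0.995 with the replicate block, 0.989 with log2(signal + 32) too, 0.625 and 0.696 on the pairs other than pair 1 and pair 2, 0.841 with fry; 0.563 to 0.934 leave-one-out), tapetum and pollen wall (0.725 with replicates 1 and 2 only, 0.786 with the block on the pairs other than pair 3; 0.634 to 0.934 leave-one-out) and clock (0.0862 to 0.888 leave-one-out).

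Of 111 named genes, 12 changed sign, of which *COR28* had passed with the block and the others in neither fit: *INO* −0.042, *YAB5* 0.13, *UGT78D2* −0.27 under the replicate block on the pairs other than pair 2; *SEU* 0.11, *EXL5* −0.0070, *AMS* 0.059, *XTH16* −0.29, *MYC4* 0.092, *UGT78D2* −0.036 under replicates 1 and 2 only; *SEU* 0.11, *EXL5* −0.0070, *AMS* 0.059, *XTH16* −0.29, *MYC4* 0.092, *UGT78D2* −0.036 under the replicate block on the pairs other than pair 3; *EXPA15* 0.26 under the replicate block on the pairs other than pair 1; *XTH16* −0.0147 under quantile normalization; *XTH16* −0.0194 under median centring; *XTH16* −0.0147 under the replicate block with quantile normalization. Their leave-one-out values were *GI* −0.49 to 0.62, *SEU* −0.076 to 0.087, *EXPA15* −0.30 to 0.14, *AMS* −0.12 to 0.11, *XTH16* −0.17 to 0.34, *MYC4* −0.29 to 0.053, *COR28* −0.0120 to 3.08, *UGT78D2* −0.32 to 0.41, *COR27* −0.39 to 2.81; those of *COR28* and *COR27* rest on signals under 100, not raised here, on the replicate 3 arrays and are not well measured. Of the named genes, 56 passed with the block and 1 without it, and 18 more passed without *bp er fil-10* replicate 3. Leaving out 1 array moved the fold of 31 of them by over 1.5 times, in 26 without a replicate 3 array. The replicate block changed no other call of a gene, list or count named in the text than those given beside it. The minimum signal limits what can be tested: with no filter 770 probe sets lay past 2.5-fold higher, with 0 called by limma.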

Differences from the paper's values

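No test in this part was chosen after the data were seen. The paper reports 71 genes up and 63 down at 2.5-fold; here 121 probe sets were higher and 101 lower past 2.5-fold from the log2 means. The fold threshold is the same, but the paper counts genes, takes averages of triplicates and uses detection calls, where these counts are of probe sets kept by a minimum signal. For the higher side, alternatives set before the data were examined that came within 1.5 times the paper's value were quantile normalization (98), median centring (101), the ratio of arithmetic means (62), probe sets without overlap between genotypes (58), and the data without *bp er* replicate 3 (64) or without *bp er fil-10* replicate 2 (99). Those that did not were no filter (770), a minimum signal of 200 (45), log2 of the signal plus 32 (40), no shared probe sets (114), only called probe sets (0 by limma, with 1414 of all probe sets kept at an unadjusted p under 0.05), and the data without *bp er* replicate 1 (205), *bp er* replicate 2 (279), *bp er fil-10* replicate 1 (118) or *bp er fil-10* replicate 3 (223). For the lower side, the minimum signal of 200 (57), log2 of the signal plus 32 (63, equal to the paper's value), the ratio of arithmetic means (80) and probe sets without overlap (77) came within 1.5 times, and no filter (1169), quantile normalization (109), median centring (113), no shared probe sets (97), only called probe sets (1) and each array left out in turn (102 to 176) did not.

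The folds that the paper's supplementary tables give for 45 genes at 2.5-fold that were matched here did not differ from those computed here by more than both the spread between arrays and 1.5 times. Among the alternatives, 6 genes differed without *bp er fil-10* replicate 2. With log2(signal + 32), and without *bp er fil-10* replicate 1, *bp er* replicate 2 or *bp er* replicate 3, 1 gene differed in each. The paper names no test of single genes on the arrays, only hypergeometric p-values for classes; limma called 0 of the matched up-regulated genes (16 at an unadjusted p under 0.05) and 1 of the matched down-regulated genes, and the replicate block, set before the data were examined, called 11 and 23.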

Other observations

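The tests on the clock genes, on genes near *FIL*, on neighbouring genes and on the splits for single probe sets, and the block on subsets of pairs, were chosen after the result was seen; the tests on scaling and on the splits with the block and for gene lists were not.

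Genes of sugar starvation were higher on average in *bp er fil-10*. *MCCB* (AT4G34030), for leucine breakdown, had a signal of 883 ± 119.7 (SD, n = 3 arrays) in *bp er* and 1651 ± 484 (SD, n = 3) in *bp er fil-10*, a log2 difference of 0.86 (SE 0.24); *MCCA* (AT1G03090) differed by 0.91 (SE 0.49; 0.59 to 1.501 with 1 array left out) and *ATG8E* (AT2G45170) by 0.59 (SE 0.32). *MCCB* and *MCCA* passed limma's test with the replicate block (adjusted p = 0.0276 and 0.0499) and not without it (0.164 and 0.383); over all alternatives their adjusted p ranged from 0.00101 to 0.464 and from 5.67e-04 to 0.736. With *AKINBETA1*, 4 of 19 listed genes were kept and named; limma called 0 (2 when adjusted over the list alone) and 3 with the replicate block. At the median these genes too were lower on the replicate 3 arrays of both genotypes, and *MCCA* differed by 1.47, 0.90 and 0.35 within replicates 1, 2 and 3. As a set they were higher by camera (adjusted p = 0.0175; 0.618 with an estimated correlation); over all alternatives the adjusted p ranged from 4.23e-06 to 0.618.

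Genes of late stamen, petal and nectary maturation were lower on average; this list and the one before hold genes of the study's tables and are not independent evidence. *SWEET9* (AT2G39060), a nectary sugar transporter gene, had 1538 ± 1022 in *bp er* and 597 ± 208 in *bp er fil-10* (SD, n = 3 arrays), a log2 difference of −1.24 (SE 0.44) that passed limma's test with the block (adjusted p = 0.0217) and not without it (0.225; 0.00503 to 0.554 over all alternatives), and *TPS11* (AT5G44630) differed by −0.47 (SE 0.28). Limma called 0 of the 3 kept and named (2 when adjusted over the list alone) and 2 with the block. The set was lower by camera (adjusted p = 0.00502; 0.364 with an estimated correlation), with an adjusted p from 4.43e-05 to 0.364 over all alternatives. At the median these genes were higher on the replicate 3 arrays of both genotypes. In the proanthocyanidin pathway *BAN* (AT1G61720) was lower by at least 1.49 with signals under 100 raised to 100 and passed limma's test only with the block (adjusted p = 0.0329, and 0.236 without it), over a range of 0.00178 to 0.460 under all alternatives.

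Besides these lists, aliphatic glucosinolate genes passed camera in the fit of all 6 arrays without a block; the others did not. For the YABBY and organ polarity genes the adjusted p was 0.505: *YAB3* differed by 0.47 (SE 0.19), *PHV* by 0.39, *INO* by 0.25, *YAB5* by −0.22 and *SEU* by 0.00. The study's gene *LAS* had signals of 23.9 ± 9.39 and 58.7 ± 50.2 (SD, n = 3 per genotype, *bp er* first), reached 100 on 1 array and was not tested. For tapetum and pollen wall genes it was 0.887, with *A9* at 0.47, *EMS1* at −0.43, *EXL5* at 0.55 and *AMS* at −0.04. For cell wall expansion genes it was 0.911, with *EXPA8* at 0.74, *EXPA4* at −0.50, *EXPA15* at −0.04 and *XTH16* at 0.04, which is negative after quantile normalization and median centring. For clock genes it was 0.887, and from 0.00176 to 0.921 over all alternatives; the list passed with replicates 1 and 2 only and with the block on those pairs, both chosen after the data were seen. *GI* differed by 0.07, and the differences of *COR28* and *COR27* over all arrays are not well measured, since their signals lay under 100 on the replicate 3 arrays. Within replicates 1 and 2, where their signals were over 100, *COR28* was higher in *bp er fil-10* by 1.58 and 1.31. *COR27* was higher there by 1.87 and 1.38, and *GI* by 0.06 and 0.06. Limma called none of these genes without the block (1 tapetum gene and 2 cell wall genes when adjusted over the list alone, and 0 in the other lists), and *EXPA8* and *COR28* with it (adjusted p = 0.0351 and 0.0239; 0.00684 to 0.391 and 2.79e-04 to 0.997 over all alternatives). Members of smaller lists, *RCA* (−0.40), *ANX2* (−0.59), *MYC3* (0.41), *MYC4* (−0.07), *ATPS3* (−0.23), *ARR16* (0.55), *AUR1* (0.08) and *UGT78D2* (0.06), passed neither fit.

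The replicate 3 arrays of both genotypes stood apart from replicates 1 and 2: their deviations from the genotype means correlated, and *GI* differed on them by −1.68 in *bp er* and −1.65 in *bp er fil-10* on the log2 scale. *COR27* and *COR28* had signals under 100 on both, so the size of their shift has only a lower bound. The correlation stayed at 0.387 after quantile normalization, which argues against signal distributions that differ between arrays as its source. An uneven factor per array would shift all log2 signals of that array alike. That leaves the correlation unchanged, so the correlation does not test such a factor. Another time of day at harvest may be the source: with signals under 100 raised to 100, the median shift of these 3 clock genes was −1.68 in *bp er* and −2.95 in *bp er fil-10*, where the central 95% of 10000 random lists matched on signal lay between −0.76 and 0.52 and between −0.60 and 0.53. The clock list was not alone: sugar starvation (−0.67 and −1.43) and auxin response genes (−0.67 and −1.12) also shifted beyond their random lists in both genotypes, less far, and late stamen genes (0.91 and 0.57) and aliphatic glucosinolate genes (0.61 and 0.15) shifted upward, beyond their random lists in *bp er*; in *bp er fil-10* late stamen genes and cell wall expansion genes (0.403) lay at the upper edge of theirs (0.58 and 0.401). *COR27* and *COR28* also bear the name of cold regulation, so other differences between harvests, among them temperature and bud stage, stay open and were not tested.

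If genes linked to *FIL* were carried along with the mutation, calls might gather around *FIL*. Among the 200 measured and named genes nearest to it, 3 were called with the replicate block, against 237 of 7467 others, with no excess (Fisher's exact test, 1-sided, p = 0.953); few calls near *FIL* leave single linked genes open. Neighbouring measured genes were called in the same direction in 2 pairs, among them *AT4G12890* and *SCPL20* (adjusted p = 0.00811 and 0.0115 with the block, 0.0590 and 0.0526 without it, and 2.79e-05 to 0.364 and 5.67e-04 to 0.364 over all alternatives), against a median of 4 and a 95th percentile of 7 over 10000 shuffled positions (permutation p = 0.897), which shows no excess of shared regulation or cross-hybridization between neighbours and does not rule out single pairs.

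The 6 arrays form 10 splits of 3 against 3, too few for a share under 0.05. The real split gave 1 called probe set and the highest other split 0. With the replicate block it gave 540, and the highest of the 3 other splits that part all pairs gave 0. For gene lists past camera with its preset correlation, the real split gave 3 and the highest other, which sets *bp er* replicates 1 and 3 with *bp er fil-10* replicate 3 against the rest, gave 5; 3 of the 10 splits gave 3 or more.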
